# DAXX-ATRX regulation of p53 chromatin binding and DNA damage response

**DOI:** 10.1038/s41467-022-32680-8

**Published:** 2022-08-26

**Authors:** Nitish Gulve, Chenhe Su, Zhong Deng, Samantha S. Soldan, Olga Vladimirova, Jayamanna Wickramasinghe, Hongwu Zheng, Andrew V. Kossenkov, Paul. M. Lieberman

**Keywords:** Tumour-suppressor proteins, Telomeres

## Abstract

DAXX and ATRX are tumor suppressor proteins that form a histone H3.3 chaperone complex and are frequently mutated in cancers with the alternative lengthening of telomeres (ALT). Here, we show that DAXX and ATRX knock-out (KO) U87-T cells that have acquired ALT-like features have defects in p53 chromatin binding and DNA damage response. RNA-seq analysis revealed that p53 pathway is among the most perturbed. ChIP-seq and ATAC-seq revealed a genome-wide reduction in p53 DNA-binding and corresponding loss of chromatin accessibility at many p53 response elements across the genome. Both DAXX and ATRX null cells showed a depletion of histone H3.3 and accumulation of γH2AX at many p53 sites, including subtelomeres. These findings indicate that loss of DAXX or ATRX can compromise p53 chromatin binding and p53 DNA damage response in ALT-like cells, providing a link between histone composition, chromatin accessibility and tumor suppressor function of p53.

## Abstract (web summary)

The tumor suppressor proteins DAXX and ATRX are frequently mutated in cancers with alternative lengthening of telomeres (ALT). This study shows that DAXX-ATRX regulates p53 chromatin accessibility and DNA damage response and that disruption of this pathway is critical for ALT cell survival.

## Introduction

DAXX and ATRX have been implicated as tumor-suppressor proteins that restrict the alternative lengthening of telomeres (ALT)^1–4^. ALT is a recombination-based mechanism that arises in 10–15% of cancer through poorly understood genetic and epigenetic changes^5–8^. Whole genome sequencing studies have identified loss of function mutations in ATRX, DAXX, and histone H3.3 to be significantly associated with ALT induction in different classes of gliomas^9–11^, sarcomas^12,13^, and pancreatic neuroendocrine (PanNET) tumors^4,14–16^. Moreover, analysis of 22 immortalized ALT cell lines underscored the involvement of the ATRX/DAXX complex in ALT activation^17^. ALT cells modulate chromatin and DNA repair pathways that facilitate telomere elongation through homologous DNA recombination^10,18^. Telomere recombination is known to be inhibited by telomere repeat binding factors and telomeric heterochromatin^19,20^. Both DAXX or ATRX are known to contribute to telomeric heterochromatin and to limit homologous recombination^1–3,9^. However, loss of DAXX or ATRX is not sufficient to establish telomere recombination and cell proliferation associated with ALT^10,11^.

DAXX and ATRX are thought to suppress ALT, in part, through their ability to load histone H3.3 into chromatin^1,10,21^. ALT cells have more accessible telomeric heterochromatin and accumulate high levels of single-strand DNA and DNA damage marked by association with γH2AX and 53BP1 at telomeres^10^. This DNA-damage signaling reflects both double-strand breaks and homologous recombination repair. The extent and tolerance of DNA damage increases further upon mutation of TP53 (p53)^13^. TCGA pan-cancer atlas study of ALT-related genes shows *TP53* to be one of the top mutated genes^14^. p53 is a DNA-binding protein and master transcriptional regulator of genome integrity controlling transcription of gene networks for cellular senescence and apoptosis^15,16^. p53 binds to several loci within the cellular genome, including promoters, enhancers, transcriptionally inactive regions as well as retrotransposon-like elements in many human subtelomeres^17,18^. The inter-relationship between DAXX-ATRX, and p53 DNA-damage response function in ALT is not completely understood.

Both DAXX and ATRX are multifunctional tumor-suppressor proteins^1,4^. ATRX and DAXX form a complex together with the histone variant H3.3 which is responsible for depositing H3.3 at heterochromatic regions of the genome, including telomeres^22–24^. In addition to their function in loading H3.3 onto telomeric chromatin, DAXX and ATRX bind many other proteins, including p53 and MDM2, and can localize with PML-containing nuclear bodies (PML-NBs) that associate with ALT telomeres. ATRX/DAXX/H3.3 and p53 mutations frequently co-occur in ALT cancers^9^, suggesting that these pathways may be additive in cancer cell progression. In a previous study, we demonstrated that loss of ATRX or DAXX is not sufficient for ALT, but that additional genetic and/or epigenetic events can lead to the emergence of clones with ALT-like features^10^. Here, we investigate the relationship between DAXX and ATRX loss of function and p53 DNA-damage sensing pathway using sets of syngenic glioblastoma cell lines with CRISPR/Cas9 knockout of DAXX or ATRX that have acquired ALT-like features relative to parental controls. Our findings suggest that the DAXX-ATRX regulates p53 chromatin accessibility and DNA-damage response, that H3.3 may also be involved in this mechanism, and that disruption of this pathway is critical for ALT cell survival.

## Results

### Deregulation of p53 pathway in DAXX and ATRX-knockout cells with ALT-like features

We have previously reported the generation of ATRX and DAXX deficient U87-T glioblastoma cell lines that have acquired ALT-like features^10^. In that study, we found that transient depletion of DAXX or ATRX led to an increase in senescent cells, but that continuous passage enabled the isolation of clonal survivors with hallmarks of ALT. To gain further insight into the common features of these ALT-like DAXX_KO and ATRX_KO cells, we performed RNA-seq transcriptomic analysis. 

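U87-T is a human glioblastoma cell line, and DAXX_KO and ATRX_KO are knockout lines derived from it. The RNA-seq data form a DAXX series and an ATRX series, each with its own WT (U87-T) libraries. Each series holds 4 groups of 3 replicate libraries, namely WT and KO cells under control conditions and with etoposide. The libraries were made by QuantSeq, which reads the 3′ ends of polyadenylated transcripts. The authors aligned the reads with STAR and estimated counts per gene with RSEM, and the deposited table holds these estimates as whole numbers for 57736 Ensembl genes, without normalization. In the control libraries of the DAXX series, the counts per library ranged from 8883118 to 10410014 in WT (median 9130725) and from 6928950 to 7662230 in DAXX_KO (median 7474311). In those of the ATRX series, they ranged from 12282528 to 13298557 in WT (median 12365363) and from 11352336 to 12577799 in ATRX_KO (median 12064409). Expression is given in CPM, counts relative to the library total after scaling by edgeR's TMM method. A count of 3, the limit that a count of 0 allows, corresponded to 0.233 to 0.396 CPM in these libraries. This limit covers counting error only, since the reads carry no molecular identifiers. The 12 libraries of each series were fitted in one edgeR quasi-likelihood model, with genes of low count removed by filterByExpr, which left 15247 genes in the DAXX series and 16371 in the ATRX series. The DAXX gene (ENSG00000204209) lies on chromosome 6 of GRCh37 from 33286335 to 33290793. Its mRNA was 33.9 ± 1.24 CPM (SD, n = 3) in WT cells of the DAXX series and 5.83 ± 1.06 in DAXX_KO. The log2 fold change was −2.53 (SE 0.15, adjusted p = 7.34e-11, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). For edgeR values, SE is the absolute log2 fold change over the square root of the F statistic of its test, not a separately fitted error. The ATRX gene (ENSG00000085224) lies on chromosome X from 76760358 to 77041719. ATRX mRNA fell from 192 ± 4.63 CPM (SD, n = 3) in WT to 80.6 ± 6.08 in ATRX_KO, a log2 fold change of −1.25 (SE 0.09, adjusted p = 9.38e-09, same test). In DAXX_KO, ATRX mRNA was higher than in WT by 0.76 on the log2 scale. Each knockout is represented by 1 cell line, so effects of the knockout and of the line are not separated by the design.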

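In control cells, 8141 genes passed an FDR of 5% in DAXX_KO against WT, of which 4078 were higher and 4063 lower. In ATRX_KO, 6846 genes passed, of which 3400 were higher and 3446 lower. Of the 15039 genes tested in both series, 8001 passed in DAXX_KO, 6541 in ATRX_KO and 4384 in both. The overlap was 1.26-fold the 3480 genes that chance would give (Fisher's exact test, p = 1.09e-197, with genes counted as if independent). In the overlap, 1616 genes were higher and 1907 lower in both knockouts, and 861 moved in opposite directions. Across the genes tested in both series, the log2 fold changes of the knockouts had a Spearman correlation of 0.397. Genes are not independent replicates, so no p is given for it. Among the alternatives that kept all libraries, the overlap moved most when each gene was required to have at least 10 counts in every library, which gave 3840 genes. Without replicate 2 of the WT control libraries of the ATRX series, it was 3791. The median absolute log2 fold change was 0.44 in DAXX_KO and 0.36 in ATRX_KO, compared with 0.22 between the WT control libraries of both series. Between those WT libraries, 2206 of 16674 genes passed an FDR of 5%, with 1106 without replicate 3 of the DAXX series. When the genes were taken in 244 consecutive blocks along the chromosomes, 14 blocks had a median at least 0.3 lower on the log2 scale in both knockouts. Of the 842 genes in these blocks, 392 were lower in both knockouts at an FDR of 5%.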

We found overlap of 2724 genes significantly (FDR < 5%) affected by both DAXX_KO and ATRX_KO relative to parental U87-T control cells (Fig. 1a). Gene enrichment analysis of the overlap revealed a number of significantly affected regulators (FDR < 10^−5^, Z > 2) with p53 reaching the most significance and predicted to be more active in the KO cell lines (Fig. 1b). 

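The software and the target list behind this enrichment are not used here, and p53 activity was assessed with a fixed panel of 35 widely used direct p53 targets, 34 of which were tested. In control cells the panel had a median log2 fold change of 0.09 in DAXX_KO (camera, adjusted p = 0.305 over 6 set tests). At an FDR of 5%, 13 panel genes were higher and 10 lower, and adjusted over the list alone the count was 23. In ATRX_KO the median was 0.27 (camera, adjusted p = 0.0217), with 15 genes higher and 7 lower, and 24 adjusted over the list alone. With a correlation between genes estimated from the data, camera gave an adjusted p = 0.271 in DAXX_KO and adjusted p = 0.0488 in ATRX_KO. The rotation test fry, which asks whether the panel itself changed, gave adjusted p = 4.16e-05 and adjusted p = 6.66e-06. When the genes named in the text, Fig. 1c and Fig. 3c were left out of the panel, the median in ATRX_KO was 0.10 (camera, adjusted p = 0.944). CDKN1A (ENSG00000124762, chromosome 6, 36644237 to 36655114) was higher by 0.49 in DAXX_KO and by 0.42 in ATRX_KO on the log2 scale (adjusted p = 1.51e-06 and adjusted p = 9.16e-05, edgeR). MDM2 (ENSG00000135679, chromosome 12, 69201957 to 69239324) had log2 fold changes of −0.02 and 0.35 (adjusted p = 0.835 and adjusted p = 0.00227, edgeR), and the first of these was 0.16 with scaling by library totals alone and 0.05 without replicate 3 of the WT control libraries. A panel of 34 proliferation genes, among them targets of E2F1 and FOXM1, had medians of −0.50 in DAXX_KO and −0.41 in ATRX_KO (camera, adjusted p = 3.7e-08 and adjusted p = 1.11e-06). At an FDR of 5%, 27 and 26 of its genes were lower. Both calls held under fry, but with the estimated correlation only that in DAXX_KO held (camera, adjusted p = 0.00266, and adjusted p = 0.0523 in ATRX_KO). From the enrichment among the overlapping genes, the paper states that p53 was predicted to be more active in the knockout cells (Fig. 1b).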

Seven known p53 direct targets among 28 top upregulated genes (FDR < 5% in DAXX_KO and ATRX_KO, > fivefold upregulation) were identified, including TMTC1, PTGES, CSF1, PLAGL1, MRAS, RTN1, and CD70 (Fig. 1c). Several of these genes have been implicated in glioblastoma tumorigenesis^22–26^. 

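In control cells, 85 genes were at least 5-fold higher in both knockouts at an FDR of 5%. With genes at or under 3 counts in every library of a group set to that limit, 63 genes remained in this count. All 28 genes of Fig. 1c were among the 85, and 0 genes of the fixed p53 panel were. The count depended on the filter, since 15 genes were left when at least 10 counts were required in every library. TMTC1 (ENSG00000133687) lies on chromosome 12 of GRCh37 from 29653773 to 29937692. It rose from 0.686 ± 0.64 CPM (SD, n = 3) in WT to 57.2 ± 0.885 in DAXX_KO, a log2 fold change of 6.32 (SE 0.25, adjusted p = 1.8e-13, edgeR). In the ATRX series it rose from 0.495 ± 0.171 to 33.2 ± 3.66 CPM (SD, n = 3), a log2 fold change of 6.04 (SE 0.22, adjusted p = 2.33e-12, edgeR). Its WT libraries held 0 to 11 counts, so its log2 fold change in DAXX_KO was 5.80 without WT control replicate 3 and 7.00 without replicate 2. The SE of 0.25 thus understates its uncertainty. For PTGES (ENSG00000148344, chromosome 9, 132500610 to 132515321), CSF1, PLAGL1, MRAS, RTN1 and CD70, the log2 fold changes ranged from 3.05 (RTN1) to 5.05 (PTGES) in DAXX_KO. In ATRX_KO they ranged from 2.49 (CD70) to 4.11 (MRAS), and the largest adjusted p was 1.59e-09 in DAXX_KO (PLAGL1) and 1.11e-06 in ATRX_KO (PTGES, edgeR). For each of the 7 genes, the knockout and WT libraries of a series did not overlap, which chance gives in one direction or the other for 10% of genes with 3 libraries against 3, and which is favoured here because the paper selected these genes for a large increase. PTGES in DAXX_KO was 4.605 without WT control replicate 2 and 5.66 without replicate 3. PTGES in ATRX_KO was 3.53 without WT control replicate 2 and 4.73 without replicate 1. It lies in a segment of chromosome 9 (131843390 to 140484964) whose 116 genes had a median log2 fold change of 0.65 in DAXX_KO. The change in CD70 was larger in DAXX_KO than in ATRX_KO by 1.52 (adjusted p = 0.000795, edgeR). LUM (ENSG00000139329) and GASK1B (ENSG00000164125), which with TMTC1 had the largest fitted increases in both knockouts, were at or under 3 counts in every WT control library. LUM was at least 29.7-fold higher in DAXX_KO and at least 3.12-fold higher in ATRX_KO, and GASK1B at least 39.7-fold and 2.94-fold higher.

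**Figure D1:**
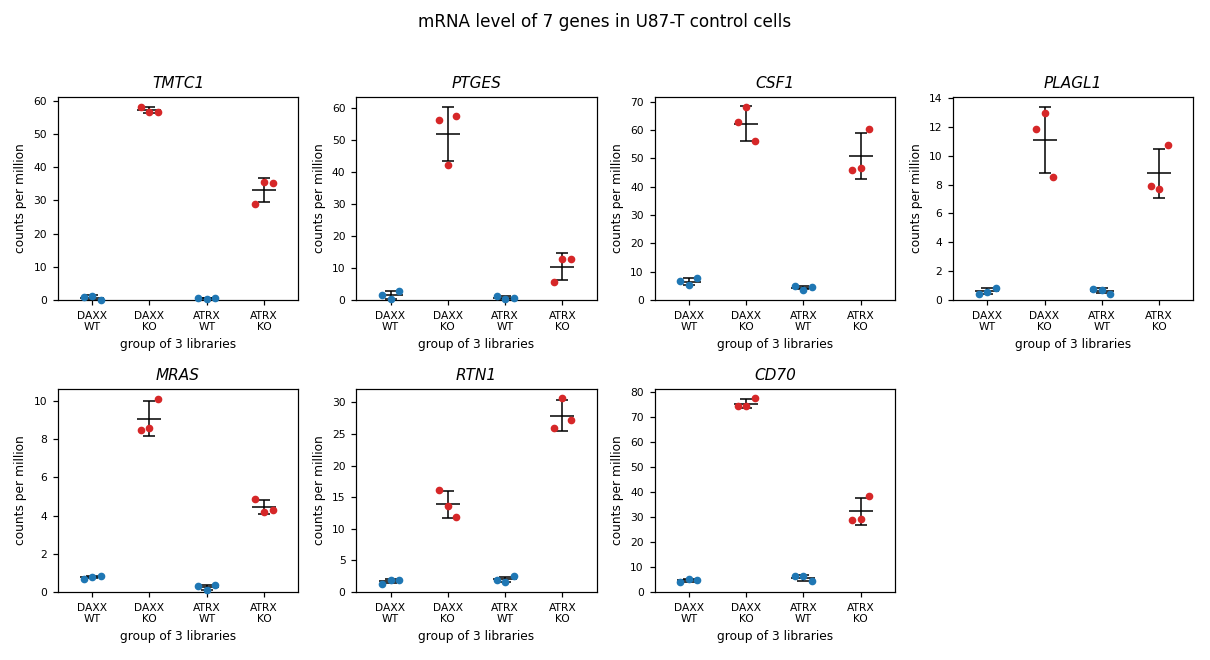
CPM (vertical axis, from 0) of TMTC1, PTGES, CSF1, PLAGL1, MRAS, RTN1 and CD70 in the control libraries of WT, DAXX_KO and ATRX_KO cells (horizontal axis). Points are the 3 libraries of a group, horizontal marks are means and bars are SDs, and in each panel the knockout libraries lie above the WT libraries of the same series.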

An analysis of TCGA GBM dataset showed that the TP53 pathway is significantly downregulated in ATRX mutated GBM (Supplementary Fig. 1). The analysis also revealed that all of the ATRX mutated GBMs in TCGA had a corresponding loss of function mutations in TP53, consistent with other reports^27,28^, and suggesting these two pathways are mechanistically linked during GBM oncogenesis.

**Fig. 1:**
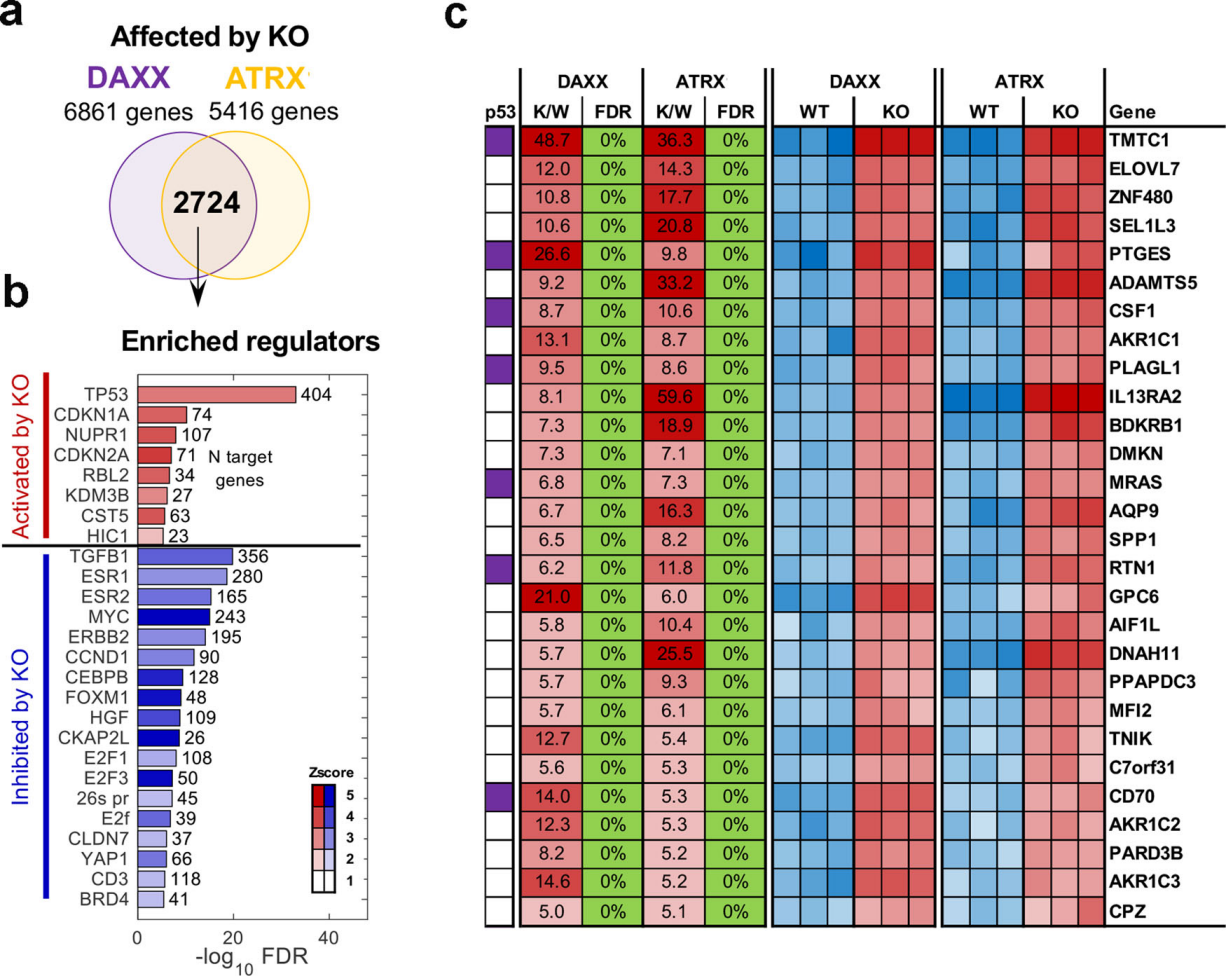
Transcriptomic profile of DAXX_KO and ATRX_KO U87 cells. **a** Venn diagram showing overlap of gene transcripts affected by DAXX_KO or ATRX_KO relative to control U87-T cells based on RNA-seq (Quantseq). **b** Significantly enriched regulators (FDR < 10^−5^, |Z| > 2) predicted by IPA to be activated (red) or inhibited (blue) by DAXX_KO and ATRX_KO. **c** Expression heatmap showing top differentially regulated genes (FDR < 5%, at least fivefold) for DAXX_KO and ATRX_KO relative to WT control. Ratio of KO to WT (K/W) and false discovery rate (FDR) are shown. Known direct p53 targets are indicated (purple).

### Attenuated DNA-damage response in ALT-like cells lacking ATRX or DAXX

Given the transcriptomic alteration of p53-response pathway in ATRX_KO and DAXX_KO cells, we assessed their ability to respond to DNA damage relative to parental control U87-T cell line. We found that the topoisomerase inhibitor etoposide induced a potent p53 response and corresponding growth inhibition in parental U87-T cells (Fig. 2). Western blot analysis indicated that p53 and phospho-S15 p53 levels were induced in U87-T parental, but to a lesser extent in DAXX_KO (Fig. 2a) and ATRX_KO (Fig. 2b) cell lines. In contrast, γH2AX levels were modestly increased in KO cells relative to parental control. These findings suggest that KO cell lines have attenuated p53 response and accumulate higher levels of γH2AX DNA damage in response to etoposide treatment. Cell cycle distribution of each cell type with or without etoposide treatment was assayed by flow cytometry (Fig. 2c–e). We found that DAXX_KO and ATRX_KO cells were enriched in G1 and depleted in S/G2 relative to control under normal growth conditions, while the percentage in the S phase increased in KO cells relative to control after etoposide treatment. A clonogenicity assay also revealed that DAXX_KO and ATRX_KO had defects in growth inhibition relative to parental control in response to etoposide treatment (Fig. 2f, g). Taken together, these findings indicate that DAXX and ATRX KO U87-T cells have changes in cell cycle distribution and defects in cell cycle arrest in response to DNA damage.

**Fig. 2:**
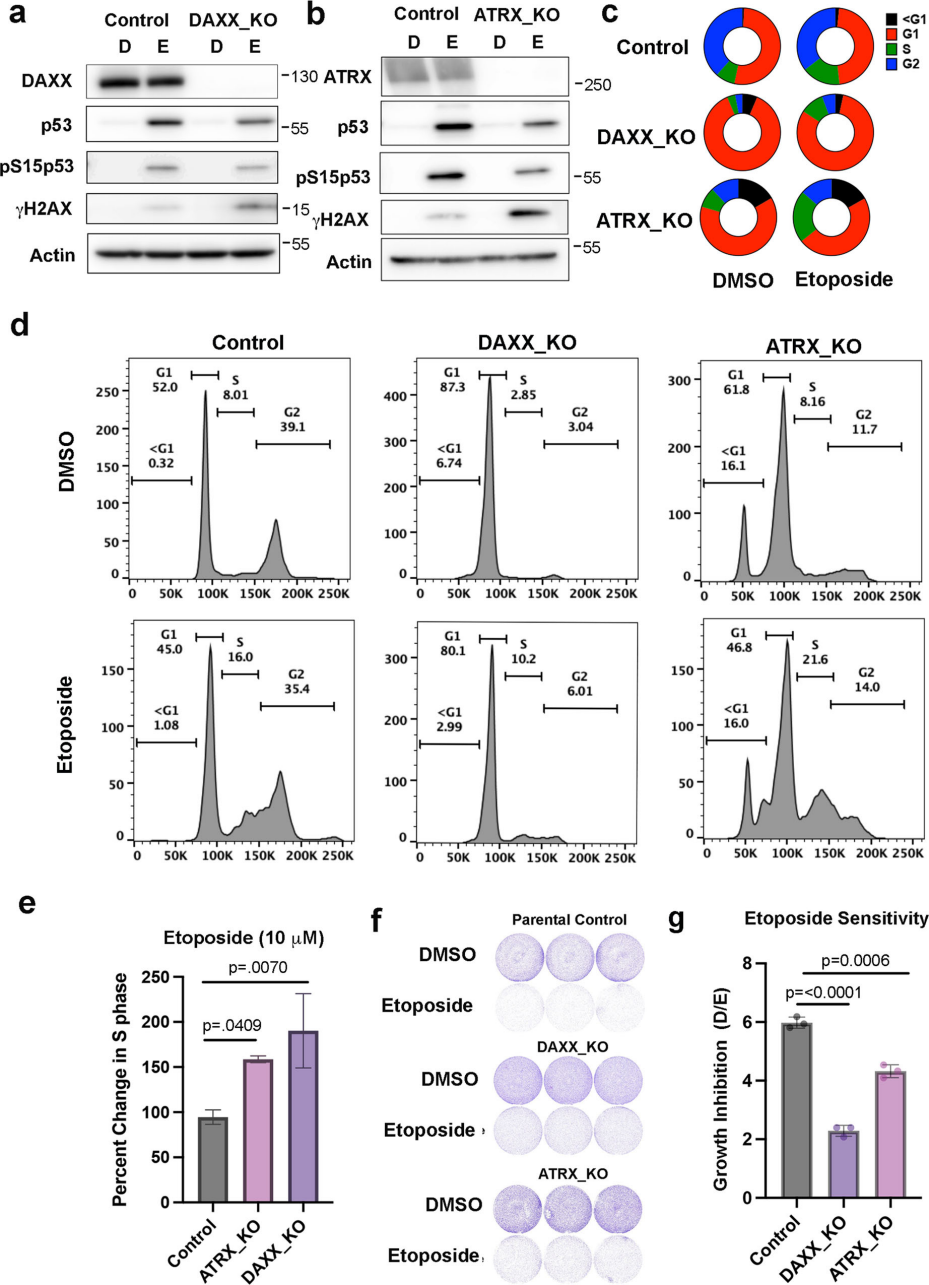
Aberrant DNA-damage response in DAXX_KO and ATRX_KO U87 cells. **a** Western blot for control or DAXX_KO cells treated with DMSO (D) or 50 μM etoposide (E) for 24 h probed with antibody to DAXX, p53, pS15p53, or actin. **b** Western blot for ATRX_KO cells treated same as in panel **a**. **c** Cell cycle distribution of U87-T Control, DAXX_KO, and ATRX_KO cells treated with DMSO or etoposide (10 µM) for 24 h (<G1 = black, G1 = red, S = green, G2 = blue). **d** FACS cell cycle profiles of propidium iodide-stained U87-T control, DAXX_KO, or ATRX_KO cells. **e** Percent increase in S phase populations in Etoposide (10 µM) treated cells compared to DMSO treated controls. (ANOVA *P* = 0.0079; Tukey’s multiple comparisons test *P* values indicated). **f** Clonogenicity assay with U87-T parental control, DAXX_KO, or ATRX_KO cells treated with DMSO or 50 μM etoposide followed by replating and staining with crystal violet. **g** Quantification of clonogenicity assay shown in panel **f** Error bars are sdm and *P* values determined by student *t* test for three biological replicates.

### Altered p53-response transcriptome in U87 ALT-like cells lacking ATRX or DAXX

We next assayed the RNA-seq (Quantseq) transcriptomic response to DNA damaging agent etoposide in DAXX_KO and ATRX_KO ALT-like cells relative to parental control U87-T cells using RNA-seq (Quantseq) (Fig. 3a). 

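Etoposide inhibits topoisomerase II and leaves double-strand breaks in DNA, and the paper's text does not name its dose or duration for the RNA-seq. The libraries from etoposide-treated cells held 7736867 to 8798765 counts in WT of the DAXX series (median 8341200) and 8142481 to 9505233 in DAXX_KO (median 8984689). In the ATRX series they held 10124817 to 10982066 in WT (median 10681847) and 10793903 to 12993423 in ATRX_KO (median 12641340). The limit of 3 counts corresponded to 0.217 to 0.405 CPM. The knockout's effect on the response was tested in the same model as an interaction, the log2 change with etoposide in the knockout minus that in WT. In WT cells, 9174 genes responded to etoposide at an FDR of 5% in the DAXX series (4512 higher and 4662 lower), and 10073 in the ATRX series (5191 higher and 4882 lower). These counts moved most when every library was required to hold at least 10 counts of a gene, to 7979 and 8552. In DAXX_KO 8316 genes responded, and in ATRX_KO 8109. The WT responses of the series had a Spearman correlation of 0.884 across the genes tested in both. The interaction passed an FDR of 5% for 2160 genes in DAXX_KO and 2619 in ATRX_KO. BCYRN1, a small noncoding RNA, took 6.15% ± 1.19 of the counts of WT libraries of the DAXX series in control (SD, n = 3) and 12.0% ± 0.296 with etoposide. In WT of the ATRX series it took 4.61% ± 0.811 and 9.46% ± 0.216.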

In total, 933 genes in DAXX_KO and 1562 genes ATRX_KO were found to be less responsive to etoposide (upregulated in WT at FDR < 5%, but significantly less upregulated in KO condition at *P* < 0.05). 

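With the same rule applied to the edgeR fits, 1256 genes were less responsive in DAXX_KO and 1884 in ATRX_KO. These were 27.8% and 36.3% of the genes that rose with etoposide in WT. The counts moved most when the response was also required to be at least 2-fold reduced, to 419 and 619. With the interaction held to an FDR of 5%, 684 and 1101 genes remained. By the mirrored rule, 281 genes in DAXX_KO and 97 in ATRX_KO were more responsive than in WT. The less responsive genes in DAXX_KO had a median log2 response of 1.12 in WT and 0.31 in the knockout. In ATRX_KO the medians were 1.09 and 0.36. The reduced response combined a higher level in control cells with a lower level in etoposide. Of the 1256 genes, 702 were higher in DAXX_KO than in WT in control cells at an FDR of 5%, 568 were lower with etoposide, and 103 were both. Of the 1884 genes, 909 were higher in ATRX_KO in control cells, 949 were lower with etoposide, and 159 were both. The median log2 difference from WT was 0.52 in control cells and −0.25 with etoposide for DAXX_KO, and 0.40 and −0.35 for ATRX_KO. Genes that fell with etoposide in WT also responded less in the knockouts. Their median loss was 26.1% of the WT log2 response in DAXX_KO and 34.7% in ATRX_KO, compared with 26.5% and 40.0% for genes that rose. In 5 data sets per series simulated without any interaction, the rule selected 162 to 194 genes in the DAXX series and 174 to 183 in the ATRX series.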

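Counted over genes tested in both series, 1236 genes were less responsive to etoposide in DAXX_KO, 1804 in ATRX_KO and 630 in both. Chance would give 148, so the overlap was 4.25-fold larger (Fisher's exact test, p = 3.98e-282). Only a gene that rises with etoposide in WT can meet the rule, and 3676 genes did so in both series. Within these, 1057 genes were less responsive in DAXX_KO and 1422 in ATRX_KO, and the overlap was 1.54-fold the 409 genes that chance would give (Fisher's exact test, p = 1.59e-60). Both tests count genes as if independent.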

There was an overlap of 502 genes between the two knockout conditions, a 6.4-fold more than expected by chance alone (*P* < 10^−10^, Fisher exact test), indicating very similar functional effect between the two KO cell lines. Enrichment analysis showed several of the most affected regulators (FDR < 10^−3^, Z > 2) including p53 to be significantly inhibited in response to etoposide in DAXX_KO or ATRX_KO cells (Fig. 3b). 

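The fixed p53 panel rose with etoposide in every comparison, since all 34 tested genes were higher at an FDR of 5% in WT and in knockout cells of both series. Its median log2 response was 2.54 in WT and 1.98 in DAXX_KO, and 2.78 in WT and 1.77 in ATRX_KO. The median interaction was −0.72 in DAXX_KO (camera, adjusted p = 9.21e-25), with 22 genes lower and 1 higher at an FDR of 5%. In ATRX_KO it was −1.04 (camera, adjusted p = 1e-42), with 27 genes lower and 0 higher. Adjusted over the list alone, 28 genes passed in DAXX_KO, 27 of them lower, and 29 in ATRX_KO, all lower. The calls held with an estimated correlation (camera, adjusted p = 6.48e-06 and adjusted p = 2.25e-06) and with fry (adjusted p = 2.36e-09 for both). For comparison, 10000 lists were drawn from genes matched to the panel on their WT response, 50 candidates for each gene. The median of the matched lists was −0.80 in DAXX_KO, and 70.1% of them were as low as the panel. In ATRX_KO it was −0.95, and 32.9% were as low. The matched genes can include other p53 targets. CDKN1A reached 5621 ± 127 CPM (SD, n = 3) with etoposide in WT and 5707 ± 406 in DAXX_KO, and 6049 ± 28.8 in WT and 2770 ± 127 in ATRX_KO. Its interaction was −0.47 in DAXX_KO (adjusted p = 0.000856, edgeR) and −1.55 in ATRX_KO (adjusted p = 7.48e-08, edgeR). MDM2 had interactions of −0.66 and −1.03 (adjusted p = 0.000462 and adjusted p = 1.92e-05, edgeR). From the enrichment of their targets among the less responsive genes, the paper states that p53 and other regulators were inhibited in the response of the knockout cells (Fig. 3b).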

There was a strong correlation of the magnitude of the attenuation effect between DAXX_KO and ATRX_KO (Spearman *r* = 0.34, *P* < 10^−10^) (Fig. 3c). 

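The magnitude was measured as the interaction on the log2 scale, over the genes that rose with etoposide in WT of both series. Its Spearman correlation between DAXX_KO and ATRX_KO was 0.372. Over all genes tested in both series it was 0.343. Over genes called less responsive in both, which were selected on the same interactions, it was 0.722. With each library left out in turn, it ranged from 0.345 to 0.396. The interactions of DAXX_KO and ATRX_KO came from separate libraries, WT included, so no library is shared between them. Whether libraries with the same replicate number share noise between the series was not tested. The correlation is across genes, which are not independent replicates, and no p is given.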

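A response reduced at least 4-fold in both knockouts was found for 22 genes. The genes tested in both series among those of Fig. 3c were 29, all of them less responsive in both knockouts and 5 of them at least 4-fold. The paper chose the genes of that figure for a reduced response, which favours this outcome. GADD45A and USP2, which the paper's text names with Fig. 3c, are not among the 29. GADD45A (ENSG00000116717) lies on chromosome 1 of GRCh37 from 68150884 to 68154017. With etoposide it reached 999.6 ± 15.3 CPM (SD, n = 3) in WT and 250.5 ± 44.9 in DAXX_KO, and 1402 ± 61.8 in WT and 844 ± 149 in ATRX_KO. In control cells GADD45A was already lower in DAXX_KO by 1.39 on the log2 scale and higher in ATRX_KO by 0.52. Its interaction was −0.61 in DAXX_KO (SE 0.15, adjusted p = 0.0109, edgeR) and −1.25 in ATRX_KO (SE 0.16, adjusted p = 6.97e-05). TNFRSF10A (ENSG00000104689, chromosome 8, 23047965 to 23082615) had interactions of −3.49 (adjusted p = 8.4e-05, edgeR) and −2.89 (adjusted p = 0.000775). Its control libraries held 2 to 22 counts. It lies in a segment of chromosome 8 (163186 to 42229326) with a median of −0.57 in ATRX_KO. TP53INP1 (ENSG00000164938, chromosome 8, 95938200 to 95961606) rose to 193 ± 11.1 CPM (SD, n = 3) in WT and 119 ± 3.16 in DAXX_KO, and its interactions were −1.66 in DAXX_KO and −1.74 in ATRX_KO (adjusted p = 2.63e-06 and adjusted p = 3.42e-06, edgeR). USP2 (ENSG00000036672, chromosome 11, 119225925 to 119252421) had an interaction of −2.20 in DAXX_KO (adjusted p = 0.00708, edgeR), or −2.91 without WT control replicate 1. In ATRX_KO it was at or under 3 counts in control, and its fitted interaction of −0.03 (adjusted p = 0.99) changed sign under other settings, with 0.01 when scaled by library totals alone, 0.06 with DESeq2 and 0.67 without ATRX_KO control replicate 1. TIMP3 (ENSG00000100234) lies on chromosome 22 from 33197691 to 33259028, in a segment (26825226 to 51066601) with medians of −0.62 in DAXX_KO and −0.59 in ATRX_KO in control cells. Its interactions were −1.60 and −2.14 (adjusted p = 7.38e-08 and adjusted p = 4.57e-07, edgeR). The genes with the largest fitted reduction of the response in both knockouts were LCE1C (ENSG00000197084), ENSG00000273272 and PINCR (ENSG00000224294), and 0 to 7 counts were listed for them in control libraries. In DAXX_KO their interactions did not pass an FDR of 5% (adjusted p = 0.0826, adjusted p = 0.0935 and adjusted p = 0.152, edgeR), and in ATRX_KO they did (adjusted p = 0.0167, adjusted p = 0.0295 and adjusted p = 0.0328). With DESeq2, LCE1C passed in DAXX_KO as well (adjusted p = 0.0208, DESeq2), and ENSG00000273272 was given no adjusted p in either knockout. With etoposide, LCE1C reached 49.8 ± 0.965 CPM (SD, n = 3) in WT and 3.06 ± 0.174 in DAXX_KO, and 96.4 ± 3.98 in WT and 5.73 ± 1.61 in ATRX_KO. PINCR reached 45.8 ± 4.71 CPM in WT and 6.15 ± 1.29 in DAXX_KO, and 46.5 ± 2.24 in WT and 9.62 ± 1.76 in ATRX_KO. ENSG00000273272, in the same segment of chromosome 22 as TIMP3, reached 2.10 CPM in WT and 2.25 in DAXX_KO, and its level with etoposide did not differ detectably (adjusted p = 0.862, edgeR).

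**Figure D2:**
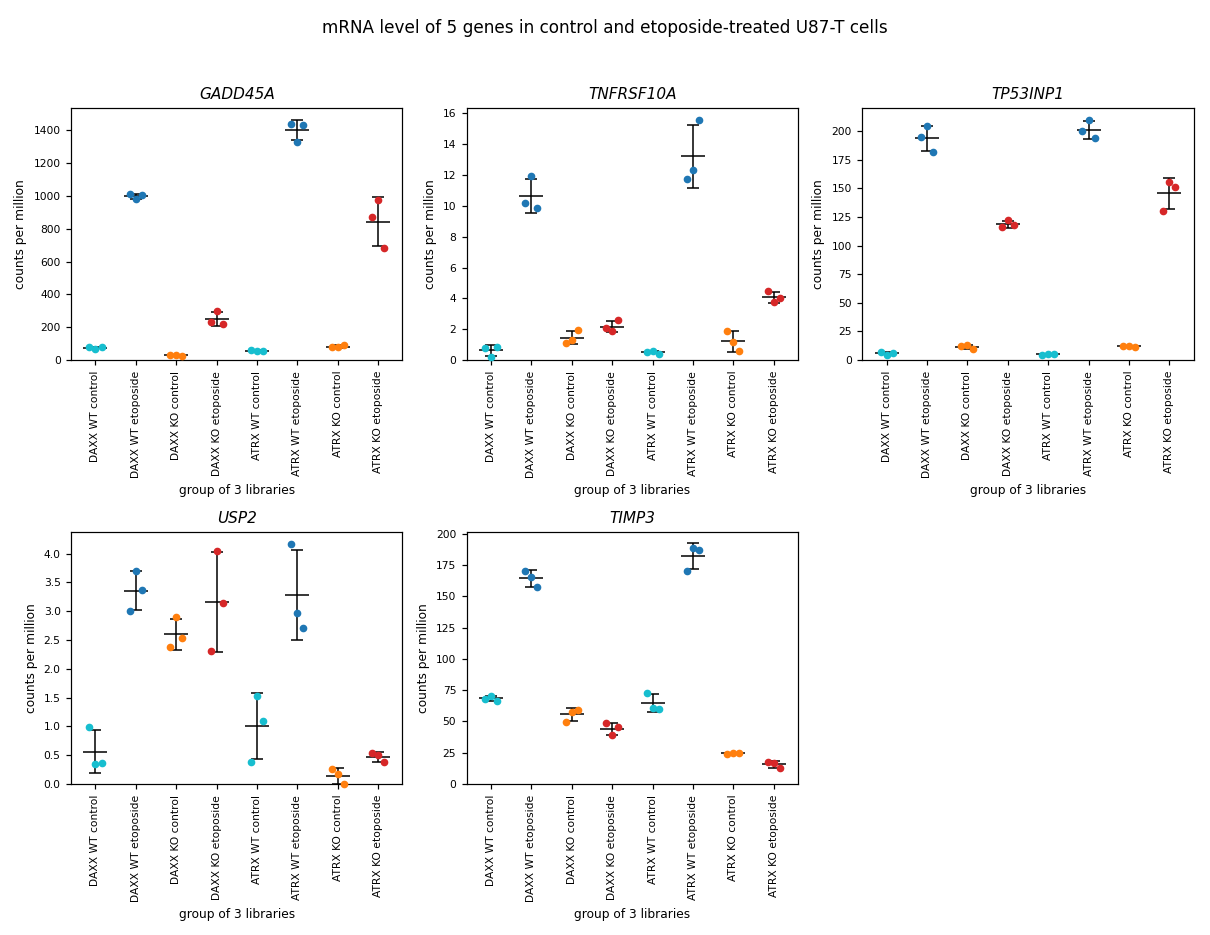
CPM (vertical axis, from 0) of GADD45A, TNFRSF10A, TP53INP1, USP2 and TIMP3 in WT, DAXX_KO and ATRX_KO cells, in control and with etoposide (horizontal axis). Points are the 3 libraries of a group, horizontal marks are means and bars are SDs, and the WT groups of both series rise with etoposide in each panel.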

Among the genes with the most reduced response (at least fourfold, Fig. 3c) were many well-characterized p53-response genes, including GADD45A, TNFRSF10A (TRAIL), MAFB, TP53INP1, USP2, and TIMP3. RT-qPCR demonstrated that some p53-response genes, such as GADD45A, CYP4F3, and PARDG6 were affected by DAXX_KO and ATRX_KO, while other genes, such as CDKN1A, were not significantly affected in DAXX_KO (Fig. 3d). RNA-seq analysis detected no mutations in p53, indicating the reduced p53 response is not due to acquired mutation in the p53 protein-coding sequence.

**Fig. 3:**
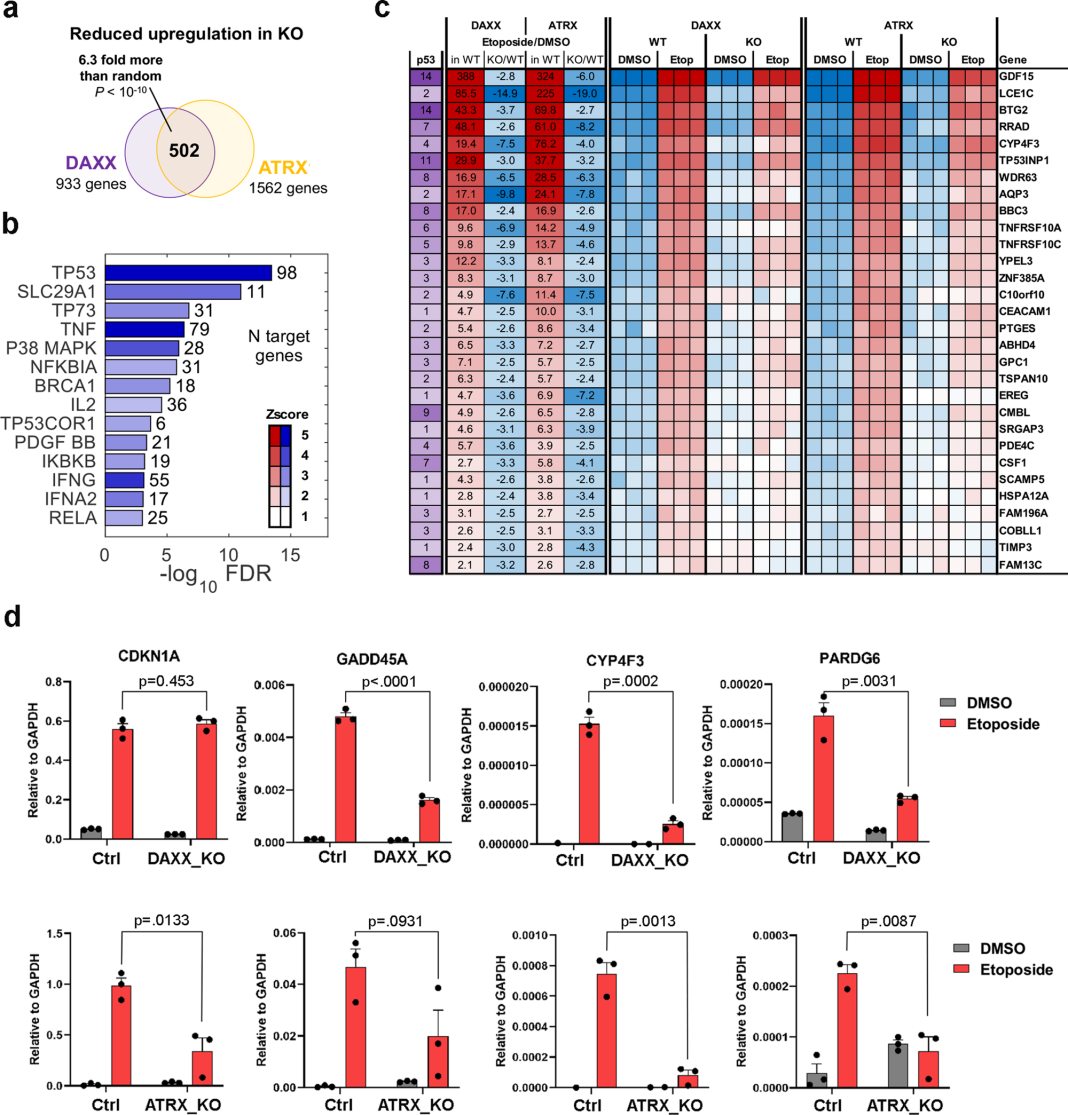
Transcriptomic analysis of DNA damaging response in DAXX_KO and ATRX_KO U87 cells. **a** Venn diagram showing overlap of genes with inhibited effect to treatment with etoposide in DAXX_KO and ATRX_KO relative to WT control cells. **b** Significantly enriched regulators (FDR < 10^−3^, Z > 2) predicted by IPA to have the most inhibited response to etoposide treatment common in both DAXX_KO and ATRX_KO cells. **c** Expression heatmap for top 30 differentially regulated known p53 targets showing a reduction in response to etoposide in DAXX_KO and ATRX_KO relative to WT control. Direct targets of p53 as reported in published genome-wide studies^54^ is indicated in purple. **d** RT-qPCR for DAXX_KO (top row) or ATRX_KO (lower row) relative to Ctrl after DMSO (gray) or 50 μM etoposide (red) treatment. Genes analyzed are indicated, CDKN1A, GADD45A, CYP4F3, and PARDG6. Error bars indicate standard deviation and *P* values determined by two-tailed *t* test for three biological replicates.

### Altered p53 chromatin binding in DAXX_KO and ATRX_KO U87 ALT-like cells

Since many p53-response genes were affected in both DAXX_KO and ATRX_KO cells, we assayed p53 binding by ChIP-seq in DAXX_KO and control cells with etoposide treatment (Fig. 4). p53 ChIP-seq peaks were distributed throughout the genome, with the largest distribution occurring >10 K from the transcription start sites (TSS) or at intergenic loci (Fig. 4a). DAXX_KO led to changes in p53 ChIP-seq peaks in both positive and negative directions, with the large majority of strong signal p53 peaks being downregulated in DAXX_KO (Fig. 4b). The mean intensity and overall distribution of strong signal p53 ChIP-seq peaks were reduced in DAXX_KO relative to DAXX_WT (Fig. 4c, d). Integration of ChIP-seq with RNA-Seq identified specific genes co-regulated with changes in neighboring p53-binding sites (Supplementary Fig. 2). Among those downregulated were LIF, LMNA, and WDR43, while upregulated genes included EDF1, METTL7B, and ARHGAP6. 

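For the mRNA part of this comparison, the paper's text does not name the condition of the RNA. DAXX_KO was thus compared with WT both in control cells and with etoposide. Read by eye, Supplementary Fig. 2 shows WDR43 about 2.4-fold and LMNA about 1.4-fold lower. Here WDR43 was 2.43-fold lower in control cells and 1.61-fold with etoposide, and LMNA 1.38-fold and 2.10-fold. EDF1 and METTL7B were also nearer to the figure in control cells, and LIF was too similar in both conditions to tell. These folds argue for mRNA of control cells in that figure, while the p53 ChIP-seq was from etoposide-treated cells. LIF (ENSG00000128342, chromosome 22, 30636442 to 30642748) had log2 fold changes of −1.80 in control cells and −1.74 with etoposide (adjusted p = 0.00216 and adjusted p = 0.0038, edgeR). Its DAXX_KO libraries held 3 to 15 counts, and the value with etoposide was −2.48 without DAXX_KO etoposide replicate 2. LIF lies in the same segment of chromosome 22 as TIMP3. The median of that segment in DAXX_KO was −0.62 in control cells and −0.64 with etoposide. LMNA (ENSG00000160789, chromosome 1, 156052364 to 156109872) fell from 821 ± 23.4 CPM (SD, n = 3) in WT to 595 ± 86.6 in DAXX_KO in control cells, and from 840 ± 37.1 to 400.5 ± 77.7 with etoposide. The log2 fold changes were −0.46 and −1.07 (adjusted p = 0.000955 and adjusted p = 8.09e-08, edgeR). WDR43 (ENSG00000163811, chromosome 2, 29117533 to 29171085) changed by −1.28 and −0.69 (adjusted p = 2.18e-10 and adjusted p = 1.02e-06, edgeR). EDF1 (ENSG00000107223, chromosome 9, 139756571 to 139760760) was higher by 0.66 and 0.79 (adjusted p = 3.29e-07 and adjusted p = 2.59e-08, edgeR). EDF1 lies in the same segment of chromosome 9 as PTGES, and in control cells its change was close to the median of that segment. METTL7B (ENSG00000170439, chromosome 12, 56075520 to 56078395) was higher by 0.59 and 0.91 (adjusted p = 0.00232 and adjusted p = 6.66e-05, edgeR). ARHGAP6 (ENSG00000047648) had too few counts to be tested. It was listed at 0 in every WT library of the DAXX series, at 4 to 10 counts in DAXX_KO control libraries and at 3 to 6 with etoposide. Of the 13 genes that Supplementary Fig. 2 lists as higher, 12 were tested and all 12 were higher in control cells at an FDR of 5%, and with etoposide 8 were higher and 1 lower. The 13 genes listed as lower were all lower in control cells, and 12 were lower with etoposide. The paper listed both sets for their mRNA changes in DAXX_KO, so these directions are no independent test. The median log2 fold changes were 0.86 and −0.75 in control cells, and 0.83 and −0.69 with etoposide.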

We show specific examples of p53-binding sites decreasing at the CDKN1A and GADD45A (Fig. 4e), compared to not affected (MYOB3) or increasing (EDF1) in DAXX_KO cells relative to control (Supplementary Fig. 2c). A consensus motif sequence analysis using JASPAR and HOMER indicated that two subtypes of p53 consensus binding sites were most affected in DAXX_KO cells (Fig. 4f, upper panel). Most p53-binding sites have a consensus sequence, variations of these sequences such as quarter vs half-sites^18^, high-binding cooperativity vs low-binding cooperativity^26^ or non-canonical binding sequences have different outcomes in terms of regulating gene expression. We identified several other consensus binding sites, such as ATF and Forkhead transcription factors Foxf1, FoxL2, and FoxP1 that had weak, but significant enrichments within p53 sites associated with differential gene expression (Fig. 4f, lower panel). We also correlated p53-binding sites with all available ChIP-seq datasets from ENCODE consortium to identify potential overlaps with known transcription factors or histone modifications (Supplementary Fig. 3). Each set of ENCODE peaks was overlapped with p53 peaks and enrichment of overlap within downregulated p53-binding sites was calculated and tested using Fisher exact test. Among the most significantly associated with transcription factors were cFOS, STAT3, cMYC, and RNA PolII, and the most correlated histone modifications were H3K4me1 and H3K4me2 (FDR < 5%, Fisher exact test). We validated by ChIP-qPCR some of these changes in p53 binding in DAXX_KO and control cells in response to etoposide treatment (Fig. 4g). We found that the induction of p53 binding to p21 promoter (CDKN1A), GADD45A, as well as subtelomeric sites at 18q and 13q were abrogated in DAXX_KO cells treated with etoposide relative to its parental U87-T cells. ChIP-qPCR analysis revealed a similar reduction of p53 binding to the target genes after etoposide treatment in ATRX_KO cells relative to U87-T control cells (Fig. 4h, IgG controls shown in Supplementary Fig. 4). Negative control genomic regions like TMCC1 and CCDC170 demonstrate the specificity of the p53 ChIP assay (Fig. 4g, h and Supplementary Fig. 4).

**Fig. 4:**
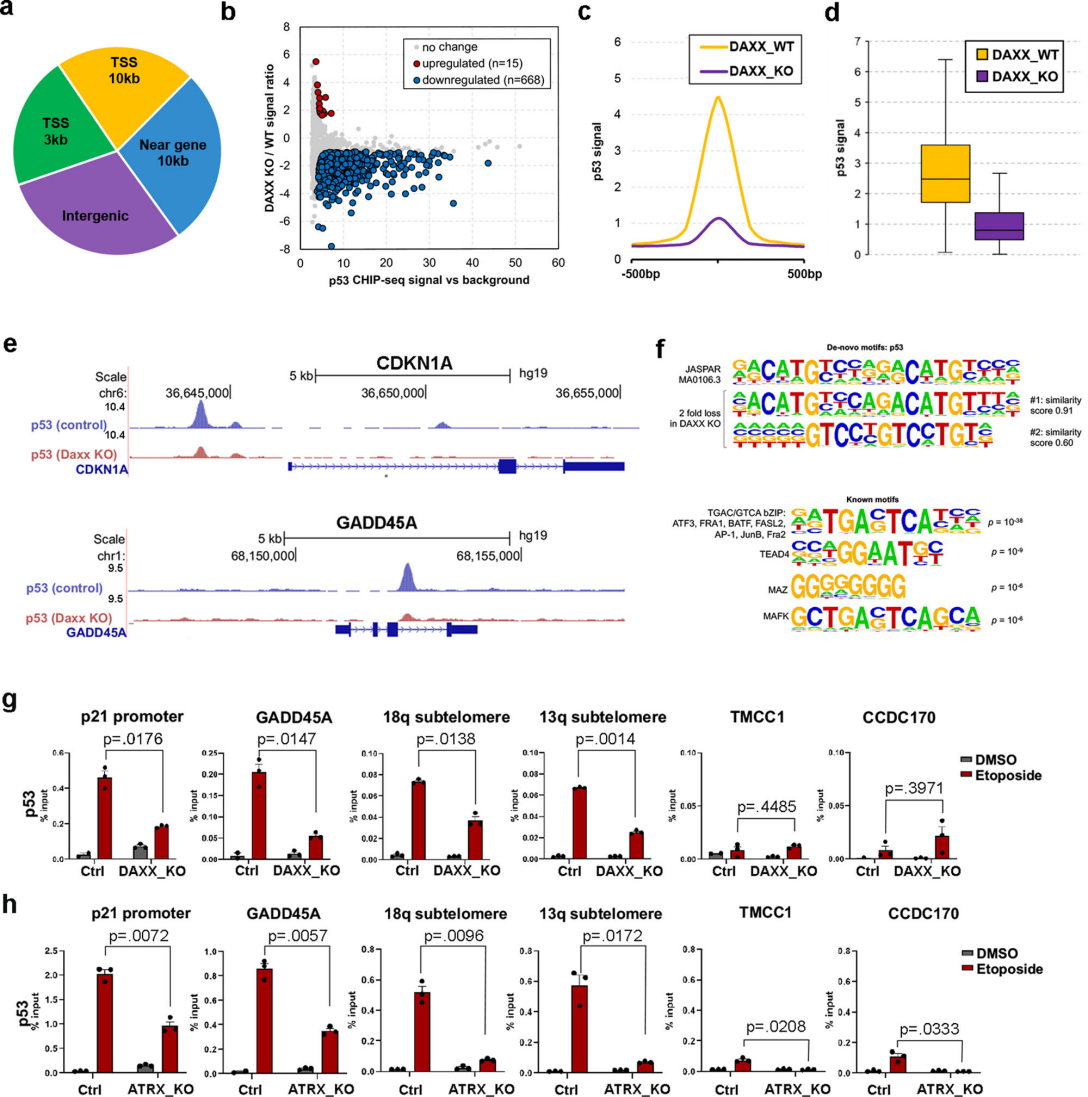
Attenuation of p53 chromatin binding in DAXX_KO and ATRX KO U87 cells. **a** Distribution of p53 peaks within gene context. **b** Downregulated (blue) and upregulated (red) p53 ChIP-seq peaks in DAXX KO relative to WT cells (*y* axis) as a function of p53 ChIP-seq intensity (*x* axis). There is a trend of p53 being downregulated with only few upregulated peaks that are of lower ChIP-seq signal. **c** Mean p53 signal profile comparison in DAXX KO vs WT condition among the set of downregulated peaks. **d** Box plot of the distribution of p53 signal between DAXX KO and WT conditions among the set of downregulated peaks. Whiskers represent maximum and minimum values and box represent upper quartile, median and lower quartile. **e** ChIP-seq tracks for p53 in control (blue) or DAXX_KO (red) at gene loci for CDKN1A (top) and GADD45A (middle). **f** Consensus motifs for p53 ChIP-seq sites with most differential binding between DAXX_KO and WT (top) and for overlapping sites with known factors other than p53. **g** ChIP-qPCR for p53 in DAXX_KO and WT control cells treated with DMSO or 50 μM etoposide (red) for binding sites at the p21 promoter, GADD45A, 18q subtelomere, 13q subtelomere, TMCC1 or CCDC170 gene loci. ChIP-qPCR with IgG control is shown in lower panels. **h** Same as in panel **g**, except for ATRX_KO cells. Error bars are sdm and *P* valued determined by student *t* test for three biological replicates.

To investigate if this effect on p53 binding is observed in any cancer-derived ALT cells, we assayed U2OS (Supplementary Fig. 5a, b) and GM847 and VA13 (Supplementary Fig. 5c, d), known to have WT p53 protein and an ATRX null background^29,30^. Western blot revealed that p53 protein was stabilized and phosphorylated upon etoposide treatment in U2OS (Supplementary Fig. 5a) and constitutively elevated in GM846 and VA13 (Supplementary Fig. 5c). However, ChIP-qPCR revealed weak (less than twofold) binding of p53 at the response elements in the promoters of CDKN1A and GADD45A and no binding at the subtelomeric response elements in U2OS and GM847 (Supplementary Fig. 5b,d), while VA13 showed some p53 binding to subtelomere repeats (Supplementary Fig. 5d). These data suggest that several cancer-derived ALT cells with ATRX mutation are also compromised for p53 binding to its target sites in response to DNA-damage agents.

### DAXX and ATRX-dependent chromatin accessibility regulates p53-binding patterns

To determine if ATRX and DAXX regulate p53 binding through chromatin accessibility, we performed ATAC-seq in WT, DAXX_KO, and ATRX_KO cells treated with etoposide or DMSO control (Fig. 5 and Supplementary Figs. 6 and 7). We found a strong correlation between the reduction in p53 binding with the loss of ATAC-seq peaks (Fig. 5a, b and Supplementary Fig. 6a). ATAC-seq peaks that directly overlap with p53 ChIP-seq peaks followed the same trend of reduced peak intensity in both DAXX_KO and ATRX_KO relative to WT cells (Fig. 5c). We highlight several examples of p53 ChIP-seq and ATAC-seq changes (Fig. 5d–f and Supplementary Fig 6a). At PIEZO2 gene locus, p53-binding site overlaps with ATAC-seq peak in control cells with or without etoposide treatment, and each of these peaks is reduced in DAXX_KO and ATRX_KO (Fig. 5d). We also observed examples of p53-binding loss, with loss of ATAC-seq peak occurring at neighboring sites, with no change to the p53 overlapping peaks, as seen at the SLC1A3 locus (Fig. 5e). We found examples of large chromosome domains (>100 kb) containing p53-binding sites that were uniformly reduced in ATAC-seq peaks, as was observed for a PIEZO2 and ANKFN1 loci (Supplementary Fig 6c, d). We also observed changes at subtelomeric p53-binding sites (Fig. 5f and Supplementary Fig. 7), with the loss of p53 binding corresponding to changes in ATAC-seq, including an increase in peak score for DAXX_KO, but not ATRX_KO. Interestingly, we observed that ATAC-seq peaks in DAXX_KO and particularly ATRX_KO were increased at telomere repeats containing transitions between perfect (TTAGGG)n and imperfect telomere repeat elements (Fig. 5f and Supplementary Fig. 7c). Integration of ATAC-seq with RNA-seq showed a general direct correlation between ATAC-seq peak changes and changes in transcription in DAXX_KO and ATRX_KO cells (Supplementary Fig. 8).

**Fig. 5:**
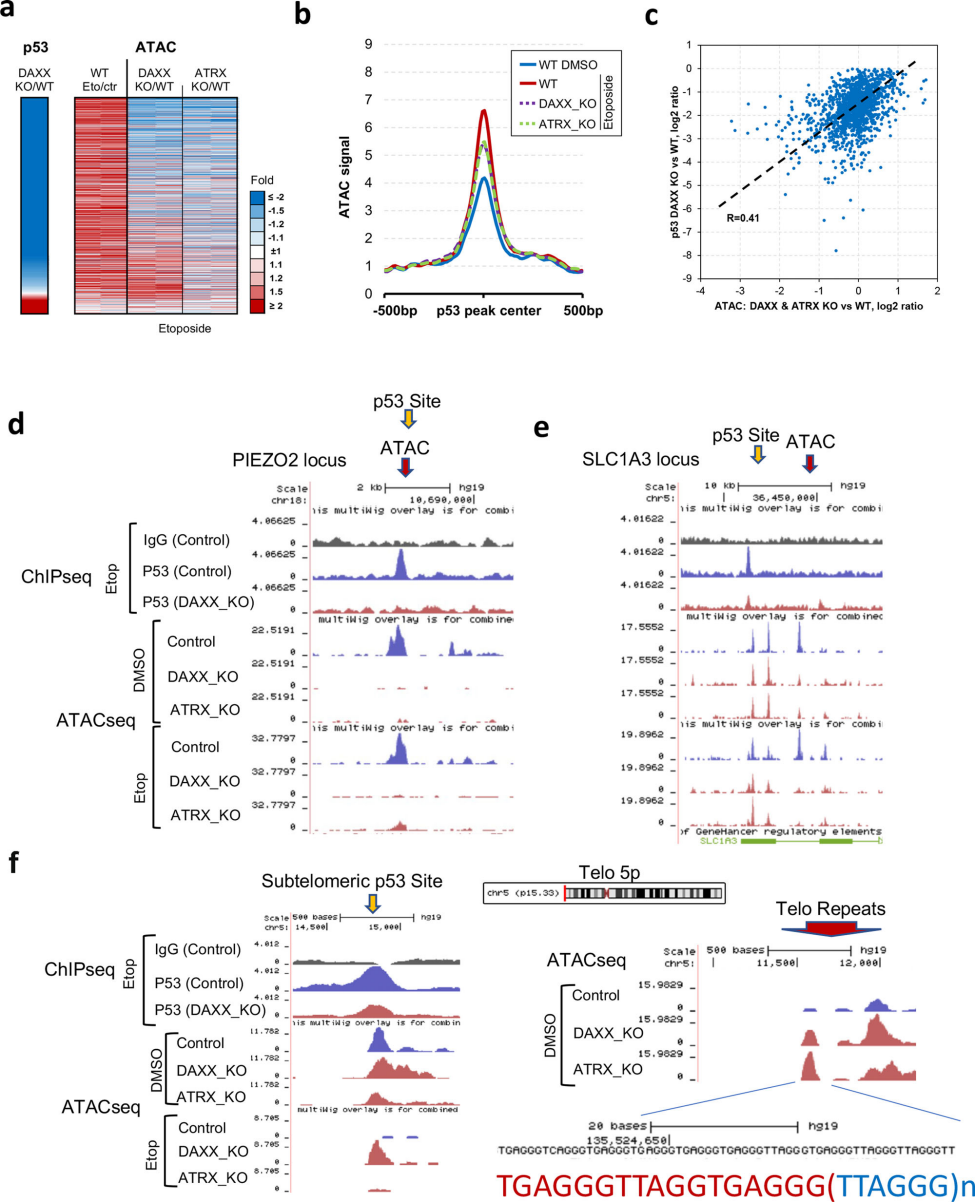
p53 binding correlates with ATAC-Seq changes. **a** Heatmap of ATAC changes at p53 ChIP-seq binding sites, sorted by p53 ChIP-seq signal changes in DAXX KO relative to WT (left). DAXX and ATRX KO are similarly downregulated for open chromatin at p53-binding sites. **b** Line graph showing average ATAC signal around p53 peaks demonstrates upregulation upon etoposide treatment in WT, and that signal gets attenuated in DAXX and ATRX KO. **c** Scatter plot showing a direct correlation between p53-binding reduction in DAXX KO/WT (*y* axis) and ATAC changes in DAXX and ATRX KO/WT under Etoposide treatment (*x* axis). **d**–**f** UCSC browser visualization of p53 ChIP-seq (top) and ATAC-seq data (lower panels) at PIEZO2 (**d**) and SLC1A3 (**e**) and subtelomeric p53 site at telomere 5p (**f**). Telomere repeat sequence is indicated for ATAC-seq peaks at telomere 5p.

### Rescue of p53 binding by DAXX requires ATRX interaction

To investigate whether the loss of p53 binding is a specific phenotype of DAXX KO and not an off-target effect of CRISPR gene editing, we utilized a rescue DAXX KO cell line expressing full-length wild-type YFP-tagged hDAXX (hDAXX)^10^ (Fig. 6a). We noticed that DAXX overexpression led to an increase in p53 protein levels in response to etoposide treatment. This suggests p53 protein expression levels may be partly dependent on DAXX. To determine if an interaction between DAXX and p53 may be altered, we assayed this potential interaction by coIP (Supplementary Fig. 9). However, we were unable to demonstrate a stable interaction between p53 and DAXX, although MDM2 was identified in p53 coIP, and ATRX was identified in DAXX coIP (Supplementary Fig. 9). ChIP-qPCR studies showed that the p53 binding at various p53-response elements was defective in DAXX_KO cells, but was restored in the cells expressing hDAXX (Fig. 6b). This was confirmed at the p21 promoter, GADD45A gene, and subtelomeres 18q and 13q. We next tested whether p53 ChIP binding could be rescued by a cancer-associated DAXX mutant previously shown to be deficient for interaction with ATRX (L130R)^10,31^ (Fig. 6c, d). In contrast to wild-type hDAXX, L130R mutant failed to rescue p53 binding at each of the response elements tested (Fig. 6d). We also confirmed that DAXX_KO cells demonstrated ALT-associated PML-nuclear bodies (APBs) with enlarged PML-NBs and colocalization with telomere DNA, as measured by IF and FISH respectively, and this could be suppressed in cells with DAXX WT transgene but not by DAXX L130R mutant transgene (Fig. 6e–g). DAXX_KO cells had elevated telomere C-circles as measured by rolling circle assay, and this was suppressed in cells expressing WT DAXX but not DAXX L130R transgene (Supplementary Fig. 10). These dependencies are consistent with our previous study showing ALT-like features in these and related cell lines with DAXX, as well as ATRX knockouts^10^.

**Fig. 6:**
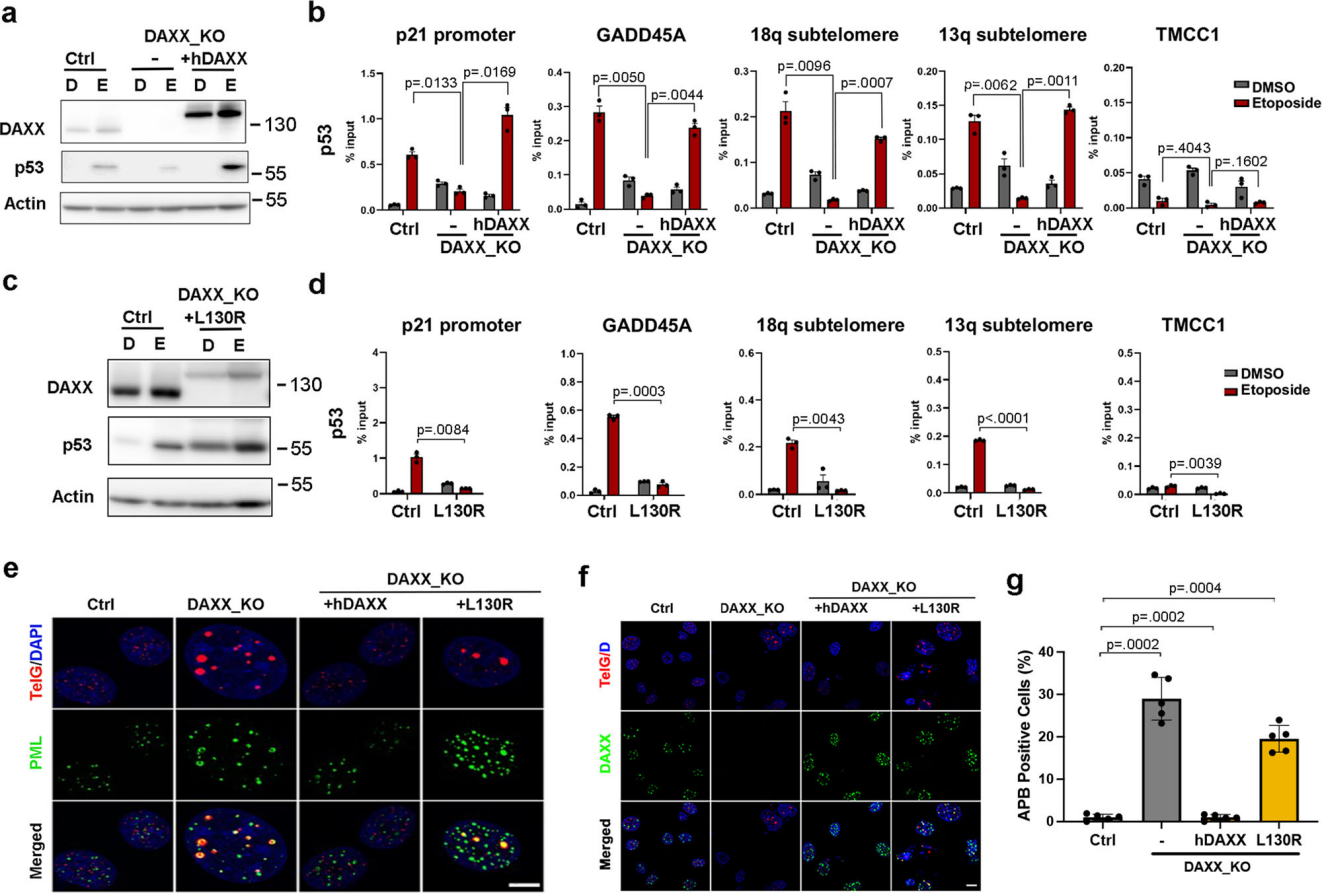
DAXX dependency for p53 function in DAXX_KO U87-T cells. **a** Western blot of Control (Ctrl), DAXX_KO, or DAXX_KO + hDAXX cells treated with DMSO (D) or 50 μM etoposide (E) and probed with antibody to DAXX, p53, or actin. **b** p53 ChIP-qPCR for cells treated as in panel **a**. Error bars indicate standard deviation and *P* values determined by two-tailed student *t* test for three biological replicates. **c** Western blot of Ctrl or DAXX_KO + L130R cells treated with DMSO (D) or etoposide (E) and probed with antibody to DAXX, p53, or actin. **d** p53 ChIP-qPCR for cells treated as in panel **c**. Error bars indicate standard deviation and *P* values determined by two-tailed student *t* test for three biological replicates. **e** IF analysis of Ctrl, DAXX_KO, DAXX_KO + hDAXX, or DAXX_KO + L130R DAXX, imaged for Telomere (TelG, red) + DAPI (blue), PML (green), or merged. Scale bars = 10 μm**. f** IF analysis as described in panel **e**, with DAXX (green), Telomere (TelG, red) + DAPI (blue). Scale bars = 10 μm. **g** Quantification of APBs in Ctrl or DAXX_KO alone, or with hDAXX or L130R DAXX cells. Error bars indicate standard deviation and *P* values determined by two-tailed student *t* test for five biological replicates.

### DAXX and ATRX deficiency alter histone composition at affected p53-binding sites

To test if DAXX and ATRX KO alter histone composition at p53-binding sites, we first assayed H3.3 binding by ChIP-qPCR. We found that DAXX_KO cells were depleted for histone H3.3 at several p53- binding sites, including those at subtelomeres 13q and 18q (Fig. 7a). We further assayed H3.3 loading at telomere repeats by dot blot analysis, and that DAXX_KO cells had reduced H3.3 at telomere repeats relative to controls, and relative to actively transcribing GAPDH gene (Fig. 7b), consistent with our previous finding that ATRX_KO led to a reduction of H3.3 occupancy at telomeres^10^. We next assessed whether total histone H3 was also affected at these sites (Fig. 7c). We found that total H3 was also reduced in ATRX_KO and DAXX_KO cells at all sites tested, including p53-binding sites at p21, GADD45A, and subtelomere 18q. A similar loss occurred at a non-p53 bound control region TMCC1, suggesting this effect is not restricted to p53-binding sites. Interestingly, etoposide treatment led to a decrease in total H3 in control cells, but not in ATRX_KO or DAXX_KO cells (Fig. 7c). In contrast, we found that these same sites had an increase in γH2AX binding, correspondingly inverse to that observed with total H3 (Fig. 7d). γH2AX was elevated in basal condition in ATRX_KO and DAXX_KO at all sites tested, and had diminished fold increases after etoposide treatment relative to parental control cells (Fig. 7d). No significant background binding was observed with isotype control IgG (Fig. 7e). These findings suggest that DAXX_KO and ATRX_KO ATL-like cells have altered histone composition with diminished histone total H3 and H3.3, and elevated γH2AX at many genomic sites where p53 binding has been compromised.

**Fig. 7:**
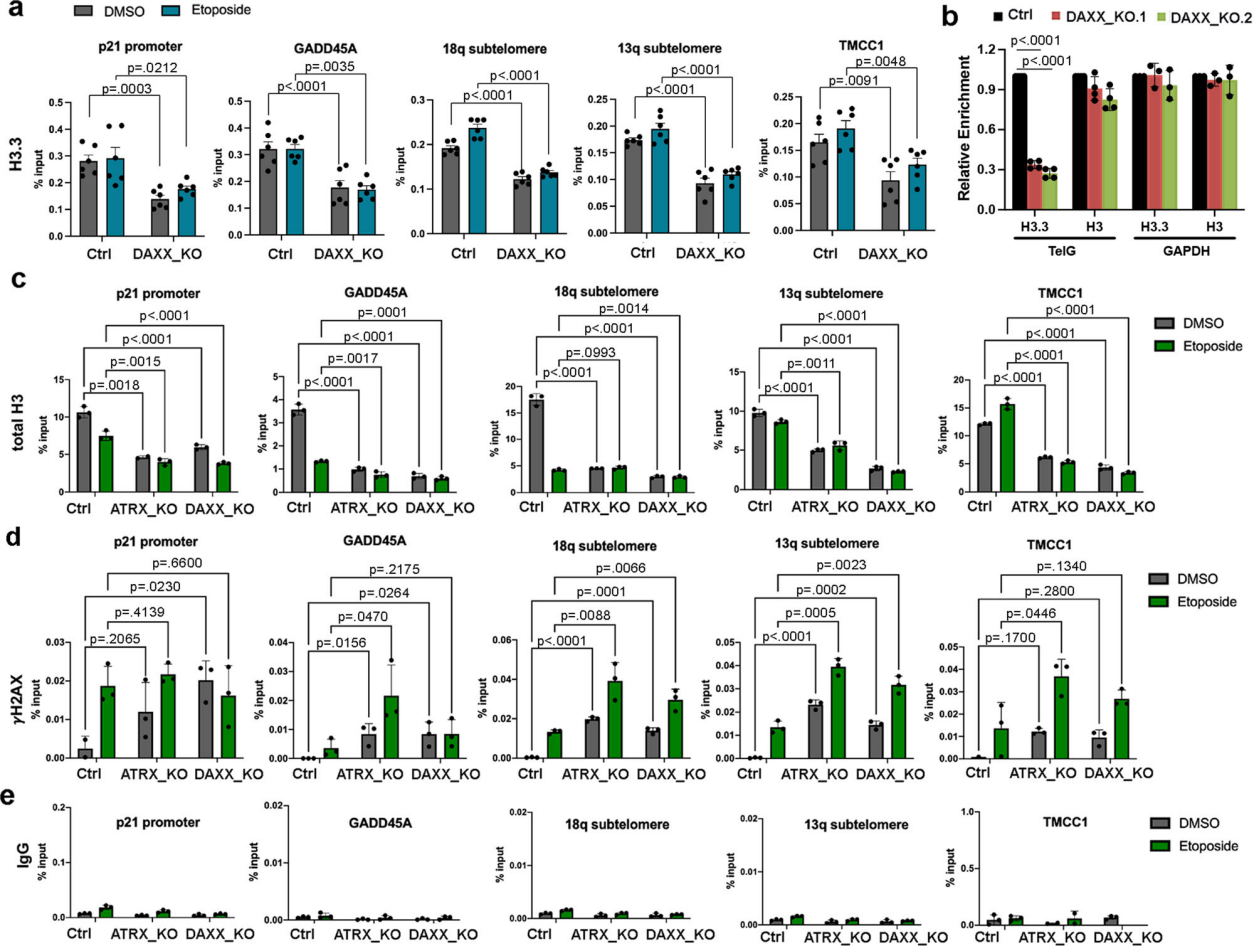
Altered histone composition at p53-binding sites in DAXX _KO and ATRX_KO ALT-like cells. **a** H3.3 ChIP-qPCR in Ctrl or DAXX_KO cells treated with DMSO or etoposide at p21 promoter, GADD45A, 18q subtelomere, 13q subtelomere, or TMCC1 gene loci. **b** ChIP-qPCR assay for H3.3 or H3 probed for telomere DNA or control GAPDH DNA in Ctrl or DAXX_KO cells. **c** Total H3 ChIP-qPCR in Ctrl, ATRX_KO, and DAXX_KO cells treated and assayed as in panel **a**. **d** Histone γH2AX ChIP-qPCR in cells treated and assayed as described in panel **c**. **e** Isotype IgG control ChIP-qPCR for cells treated as described in panels **c** and **d**. Error bars indicate standard deviation and *P* values determined by two-tailed *t* test for three or four (**b**) biological replicates.

## Discussion

DAXX and ATRX function as tumor suppressors that are frequently mutated in ALT cancers, yet their precise role in regulating ALT is not fully elucidated. Here, we show that loss of DAXX or ATRX in a U87-derived glioblastoma cell line gives rise to ALT-like phenotype with corresponding aberrations in the p53-dependent DNA-damage response. We found that ALT-like U87-T cells lacking DAXX or ATRX had increased p53 pathway signaling in the absence of exogenous DNA damaging agents. Paradoxically, these same cells failed to mount a robust p53 response to DNA damage after treatment with etoposide. ATAC-seq studies revealed that loss of ATRX and DAXX alter the landscape of accessible chromatin at many sites that overlapped with p53-response elements, including subtelomeric p53-binding sites and telomere repeat elements themselves. Our findings suggest that loss of DAXX or ATRX result in a loss of chromatin accessibility at p53-binding sites that attenuates the p53 response. Further, loss of DAXX and ATRX alter chromatin structure at many sites, and these changes correlate with reduced total H3 and H3.3 assembly and increased DNA-damage-associated γH2AX formation at numerous genomic loci, including p53-response elements and telomere repeat DNA. We propose that failure of DAXX and ATRX to load H3.3 leads to a global change in chromatin structure, the formation of chronic DNA-damage signaling, attenuated p53 chromatin binding at key sites, and changes in telomeric and subtelomeric chromatin accessibility (Fig. 8). These changes are likely to contribute to the emergence of the ALT cancer pathway.

**Fig. 8:**
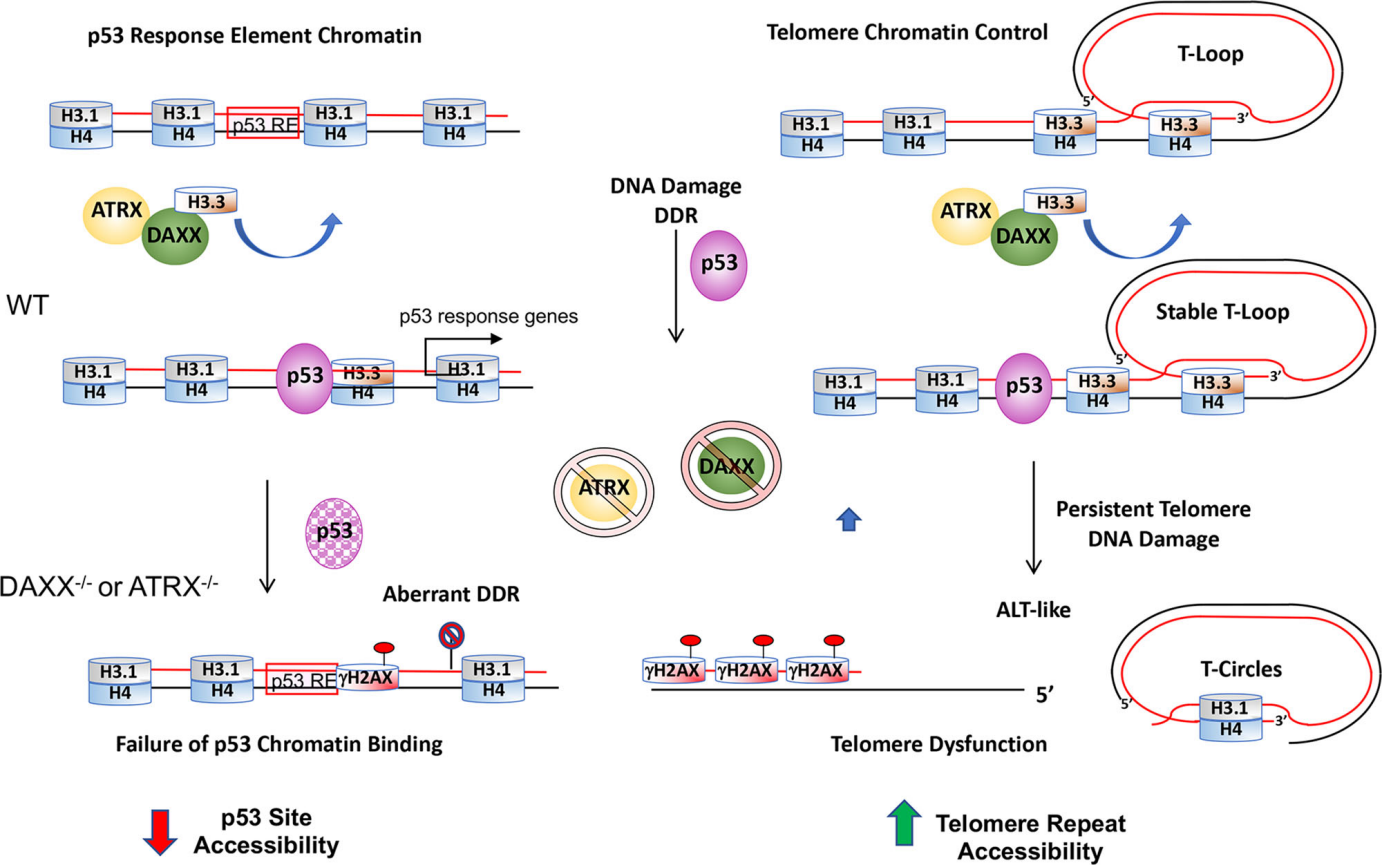
Model of ATRX and DAXX-dependent effects on chromatin accessibility at p53-response elements and telomeres. ATRX and DAXX loss of function mutations lead to a change in p53 chromatin binding and protein stability in U87 glioblastoma cell model. Loss of ATRX or DAXX reduces p53 chromatin binding and transcriptional activation of DNA-damage response genes, such as GADD45A and p21 and aberrant DNA-damage response (DDR). This correlated with a loss of H3.3 binding and accumulation of γH2AX at many loci, including p53-response elements and subtelomeres. Chromatin accessibility was decreased at p53 sites, but increased at telomere repeat DNA, along with loss of telomere T-loops (C-circle formation) and DNA-damage-associated telomere foci (APBs).

Both DAXX and ATRX have been implicated in the regulation of p53 and DNA-damage response pathways. DAXX has been shown to co-purify with p53^32^, or associate with p53-regulatory proteins, such as MDM2^33–35^. A recent study has found that DAXX functions as a protein foldase and its interaction with MDM2 regulates p53 functional activity^36^. In a mouse genetic study, heterozygous deletions of DAXX led to an increase sensitivity to low dose radiation and higher incidence of carcinomas, but no overt defect in p53 function or pathway was reported^37^. In a different mouse study, DAXX loss led to the derepression of endogenous retroviral elements (ERVs) that could trigger DNA-damage signaling^38^. In HEK cells, DAXX knockout had little detectable effect on p53 target genes in response to DNA damage^39^. On the other hand, DAXX knockout in PanNET cells led to the derepression of oncogenic drivers, including STC2, which was found be regulated by the DAXX/H3.3/H3K9me3 pathway^40^. The ability to reverse ALT phenotype by the re-introduction of ATRX and DAXX is also context and cell-type dependent^9,10,41^. Furthermore, a recent study found that ATRX chromatin accessibility is cell-type specific and stochastic in single-cell studies^42^. These findings suggest that both DAXX and ATRX regulate the p53 pathway through multiple epigenetic mechanisms.

Our findings indicate that both DAXX and ATRX have related, but non-redundant effects on chromatin accessibility. CRISPR knockout of either DAXX or ATRX U87-T cells had highly concordant effects on chromatin accessibility at p53-binding sites throughout the genome. However, the effects on DAXX and ATRX knockout on chromatin accessibility were complex, with many changes occurring in the absence of exogenous DNA damage, at non-p53-binding sites, and sometimes different for ATRX and DAXX. While chromatin accessibility was typically decreased at strong p53 sites, we found several other sites, including imperfect telomere repeats with increase chromatin accessibility. This is consistent with a proposed role for DAXX and ATRX in telomere heterochromatin and restriction of DNA accessible to ALT-associated DNA damage and recombination. We also observed that DAXX and ATRX KO had common changes in chromatin accessibility associated with large (>100 kb) chromatin domains that often contained p53-binding sites, among other factors and gene transcripts. We do not yet know the mechanism or significance of these large chromatin domain effects, but suggest they may account for some of the tumor-suppressor functions of DAXX and ATRX.

There are several limitations to our study. Most of the work focuses on a single-cell line (U87-T) and CRISPR-deletions generated in this background where ALT phenotypes were selected. Despite this, we did observe many overlapping chromatin and p53 phenotypes in the independent ATRX and DAXX CRISPR-knockout cell lines. We also found similar attenuation of the p53 pathway in several tumor-derived ALT cell lines, including U2OS, GM847, and VA13. Our study can not exclude that non-chromatin-dependent activities may also regulate p53 stability and DNA-binding activity, as we did observe a general decrease in p53 protein abundance in ATRX and DAXX KO cell lines. However, p53 binding was found to be elevated at a small fraction of chromosomal sites (Fig. 4b and Supplementary Fig 2c) suggests that chromosome structure and accessibility, rather than p53 protein stability, are primary regulators of p53 binding. While DAXX-ATRX has been a well-established chaperone for H3.3, and we demonstrate changes in chromatin accessibility and H3.3 loading at many p53 sites, we also observed a similar loss of total H3 and an increase in γH2AX. This suggests that DAXX and ATRX loss leads to a more general defect in histone assembly. The nature of the chromatin structure that blocks p53 binding is not yet known. R-loops and G-quadruplex DNA have been implicated as potential sources of DNA damage in ALT cells^43^. ATRX is important for the suppression of R-loops^44,45^ and G4 quartet formation^46^ and these structures are likely to interfere with p53 binding^47^. In this respect, ATRX and DAXX may regulate additional processes related to chromatin structure and DNA-damage control. Others have shown that mutations in ATRX and DAXX can occur in combination with missense mutations in TP53 in many glioblastomas^48,49^. Thus, it should not be surprising that mutations in p53 accelerate tumorigenesis even in the context of DAXX or ATRX defects that compromised chromatin binding. Furthermore, many TP53 mutations confer gain-of-function activity that affects chromatin accessibility^50^, suggesting that barriers to p53 chromosome binding may be a common mechanism of tumorigenesis.

Our study finds that DAXX and ATRX KO cells with ALT-like phenotype have aberrant p53 DNA-damage response pathways. These cells have an increase in the constitutive activation of p53-response genes, but a failure of p53 to respond to exogenous damage. We note that p73 and p63 are elevated under these conditions and may partly account for the basal activation of the p53 pathway in the absence of p53 functionality due to ATRX or DAXX loss. The loss of p53 functionality correlates with reduced binding to consensus sequences throughout the genome with more drastic effects at some subtelomeric sites. We find that the DAXX-dependent defect in p53 correlates with its interaction with ATRX and the assembly of H3 family of histones on chromatin, including telomeres. We conclude that the DAXX-ATRX complex plays an important role in regulating p53 access to its binding sites and regulation of the p53 DNA-damage response. We propose that this aberrant DNA-damage response is a key contributor to the acquisition of the ALT-like phenotype.

## Methods

### Cell lines

U87 and U2OS cells used in this study were obtained from American Type Culture Collection (ATCC). ALT cell lines GM847 and VA13 were described as p53+ ALT cells previously^17^ and obtained as gift from Roger Greenberg (University of Pennsylvania). U87, U87-T, U87-derived cell lines were described previously^10^. U87-T cells were generated by transducing U87 cells with pBabe-Lox-TERT-Lox. ALT-positive single-cell clones of DAXX_KO and ATRX_KO U87 cells were previously described and characterized^19^. DAXX_KO cells is previously referred to as U87-T 4-17^10^. ATRX_KO is previously referred to as U87-T A-d#1^10^. DAXX_KO cells is generated as previously described^10^. Briefly, U87-T cells were co-transfected with sgRNA pairs targeting hDAXX and a Puro^r^ containing vector, selected with puromycin for 3–5 days, followed by removal of puromycin. Cells were recovered in a regular growth medium, single clones were expanded and screened by immunostaining and Western blot. U87-T sgCon (referred to a control) has empty Cas9 lentivirus vector with TERT transgene. U87-T derived and ALT cells were cultured in DMEM (Life Technologies) supplemented with 10% FBS and penicillin/streptomycin. U2OS cells were cultured in McCoy’s 5 A medium (Life Technologies) supplemented with 10% FBS and penicillin/streptomycin.

### Antibodies and chemicals

The following antibodies were used: p53 DO-1 (sc-126X for ChIP), p53 DO-1 (Millipore OP-43L for western blots), γH2AX JBX-301 (Millipore 05-636), phospho-p53 (Ser-15) (Cell Signaling Technology 9284), histone H3 (ABCAM ab1791), ATRX (Bethyl Laboratories A301-045A), DAXX (Sigma 07-471) and MDM2 (Cell Signaling Technology 86934). Etoposide Sigma (E1383) was dissolved as 50 mM stock solution in DMSO and used at concentrations and times indicated.

### Analysis of cell cycle kinetics

U87-T WT sgControl, DAXX_KO, and ATRX_KO cells were seeded at 1 × 10^5^ cells/well in six-well plates and exposed to etoposide (10 μM) or DMSO control in biological triplicates per each condition. After 24 h, cells were permeabilized with cold, 70% ethanol and resuspended in PBS containing PI (10 mg/mL) and RNAse A solution (100 μg/mL). Flow cytometry was performed on a BD-LSR II (BD Biosciences; Bedford, MA), and FloJo software (Ashland, OR) was used for cell cycle analysis.

### RNA-seq

Total RNA was extracted using Trizol following manufacturer’s instructions. RNA was treated with Turbo DNA-free kit (life technologies) and quality checked with TapeStation (Agilent). Libraries were prepared using Quantseq 3’-mRNA kit (Illumina), and sequencing was performed on Illumina Nextseq500 on the high-output mode in a 75 bp single-end run. RNA-seq data were aligned using STAR^51^ algorithm against hg19 human genome and RSEM v1.2.12 software^52^ was used to estimate read counts using gene information from Ensemble transcriptome version GRCh37.p12. Raw counts were used to estimate significance of differential expression difference between any two experimental groups using DESeq2^53^. Overall gene expression changes were considered significant if passed FDR < 5% threshold. Gene set enrichment analysis was done using QIAGEN’s Ingenuity Pathway Analysis software (IPA, QIAGEN Redwood City,www.qiagen.com/ingenuity) using “Upstream Regulators” options. Most significant regulators (FDR < 5%, unless stated otherwise) that had a significantly predicted activation state (|Z| > 2) were reported. Known p53 target list was derived from a published study^54^.

### ChIP-seq

ChIP-seq was performed as previously described^18^ with certain modifications. Etoposide- (50 μM) treated cells were harvested after 24 h of treatment, fixed with formaldehyde for 10 min followed by quenching with glycine. In total, 25 million cells per sample were sonicated using Covaris sonicator to obtain fragments of size between 100–500 bp. Chromatin was incubated with 10 mg of p53 antibody (Santa Cruz sc-126X) overnight followed by pull-down using protein- G Dynabeads (life technologies). Beads were washed, eluted, and reverse cross-linked overnight. IP DNA was purified using a Sigma PCR purification kit. Quality control was performed on TapeStation (Agilent). Libraries were prepared using Illumina protocol and sequencing 75 bp single end on Illumina Nextseq500 on high-output mode. The data were aligned using bowtie^55^ against hg19 version of the human genome, and HOMER^56^ was used to generate bigwig files and call significant peaks vs input using –style factor option. Peaks that passed FDR < 5% threshold were considered significant. Normalized signals for significant peaks were derived from bigwig files using bigWigAverageOverBed tool from UCSC toolbox^57^ with mean0 option. Fold differences between samples were then calculated and p53 peaks that reduced signal at least twofold were considered as affected by DAXX KO. Genes were associated with peaks based on 3 kb from any transcript TSS threshold.

### ATAC-seq

ATAC-seq was performed essentially as previously described^58,59^. WT, DAXX_KO, and ATRX_KO U87-T cells were treated with DMSO or 50 μM etoposide for 24 h. Then cells were harvested, and ATAC-seq was performed in two biological replicates according to the Omni-ATAC-seq protocol with modifications. Briefly, 1 × 10^5^ cells (>95% viability) were washed in 50 μl cold PBS, spun down at 500 × *g* and 4 °C for 5 min, and resuspended in 50 μl cold ATAC-Resuspension Buffer (RSB) (10 mM Tris-HCl, pH 7.4, 10 mM NaCl, 3 mM MgCl_2_) containing 0.1% IGEPAL CA-630, 0.1% Tween-20 and 0.01% Digitonin. Resuspended cells were kept on ice for 3 min, then washed with 1 ml cold ATAC-RSB containing 0.1% Tween-20 but no IGEPAL CA-630 or Digitonin. Nuclei were pelleted at 500 × *g* and 4 °C for 10 min, resuspended in a 50 μl Tn5 transposase reaction mixture following the manufacturer’s protocol (Illumina Tagment DNA Enzyme and Buffer, Illumina), and incubated at 37 °C for 30 min in a thermomixer with 300 rpm mixing. DNA was purified using a MinElute PCR purification kit (Qiagen) and eluted in 10 μl Elution Buffer for library amplification. Tagmented DNA was PCR amplified using the NEBNext HiFi PCR mastermix (New England Bioloabs) with a universal forward and sample-specific reverse oligo for sample barcoding using the following PCR conditions: initial incubations of 72 °C for 5 min and 98 °C for 30 s, followed by five cycles of 98 °C for 10 s, 63 °C for 30 s, and 72 °C for 1 min. Additional number of cycles was determined for each sample through a “side” qPCR reaction using an aliquot of the PCR as a template to determine the number of cycles needed to reach 1/3 of the max fluorescence. Total cycle numbers ranged from seven to ten cycles. PCR products were run on a 1% agarose gel, regions from ~50 bp to ~1 kb were excised, and DNA was extracted using a gel extraction kit (Qiagen). Purified DNA was submitted to the Wistar Institute Genomics core facility for quality analysis and sequencing. All samples were sequenced on NextSeq500 (Illumina) to generate paired-end 2 × 42 bp reads. ATAC-Seq raw reads were aligned using *bowtie*^55^ against the hg19 version of the human genome, followed by *HOMER*^56^ to generate bigwig files and call significant peaks using the “-style dnase” option. Normalized ATAC signals within p53 sites were derived from bigwig files using *bigWigAverageOverBed* tool from the UCSC toolbox^57^ with mean0 option. Unique ATAC-Seq sites with at least one peak that passed an FDR < 5% threshold in both replicates were considered significant. The significance of pair-wise differences between conditions was estimated using DESeq2^53^. Large chromosomal domains with uniform overall ATAC signal changes were defined as any >100 kb regions with at least 5 significant ATAC sites with at least 70% of those significantly changed by both DAXX and ATRX KO (FDR < 5%, fold > 2).

### ENCODE

All available transcription factor and histone modification data peaks were downloaded from ENCODE and overlapped with the set of p53 peaks. The difference in proportions of overlapped peaks between p53 sites downregulated in DAXX KO vs not downregulated was tested using Fisher exact test and Benjamin–Hochberg procedure was used to correct for multiple testing. ENCODE factors and histones that passed FDR < 5% were clustered using binary distance with average linkage.

### ChIP-qPCR

ChIP-qPCR was performed similar to ChIP-seq with few changes. One million cells per sample were used, and sonication was performed using Diagenode water bath sonicator at a high range 30 s on 30 s off for a total of ~20 min with intermittent incubation on ice to obtain fragment size between 100–500 bp. qPCR primers were designed using NCBI primer blast, and the run was performed on ABI QuantStudio 7. Primers used are listed in Supplementary Data 1.

### qRT-PCR

Total RNA was extracted using Trizol following manufacturer’s instructions. RNA was treated with Turbo DNA-free kit (Life Technologies). Primers were designed using NCBI primer blast and the run was performed on ABI QuantStudio 7. Primers used are listed in Supplemental Data 1.

### C-circle assay

C-circle assay was performed as described previously^10^. Briefly, sample DNA digested with *Alu*I and *Mbo*I (30 ng/10 μl) was combined with 10 μl reaction mix [0.2 mg/ml BSA, 0.1% Tween, 0.2 mM each dATP, dGTP, dTTP, 2× ɸ29 Buffer, and 7.5 U ɸDNA polymerase (NEB)]. The reactions were incubated at 30 °C for 8 h, and then at 65 °C for 20 min. The reaction products were diluted to 400 μl with 2× SSC, dot-blotted onto a GeneScreen Plus membrane, and hybridized with a ^32^P-labeled (CCCTAA)_4_ probe at 37 °C for overnight to detect C-circle amplification products. The blots were washed four times at 37 °C in 0.5× SSC/0.1% SDS buffer, exposed to Phosphor-imager screens, visualized by Typhoon 9410 Imager (GE Healthcare Life Sciences), and quantified with ImageQuant 5.2 software (Molecular Dynamics).

### Immuno-FISH assay

Indirect immunofluorescence (IF) combined with fluorescence in situ hybridization (FISH) analysis was performed as described previously^10^. Primary antibody to PML (ab96051, Abcam) was prepared in 1:500 dilution in blocking solution. After IF, cells were fixed in 4% paraformaldehyde in 1× PBS for 10 min, washed in 1× PBS, dehydrated in ethanol series (70%, 95%, 100%), and air-dried. Coverslips were denatured for 5 min at 80–85 °C in a hybridization mix [70% formamide, 10 mM Tris-HCl, pH 7.2, and 0.5% blocking solution (Roche)] containing telomeric PNA-Tamra-(CCCTAA)_3_ probe, and hybridization was continued for 2 h at room temperature in the dark moisturized chambers. Coverslips were washed, counterstained with 0.1 μg/ml DAPI in blocking solution, and mounted with VectorShield (Vector Laboratories). Images were captured with a ×63 lens on a Zeiss LSM780 confocal laser scanning microscope (Carl Zeiss). Cells with >5 PML foci colocalizing with telomere DNA foci were scored as APB positive. The quantification was generated from at least three independent Immuno-FISH experiments.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data supporting the findings of this study are included within the article and its Supplementary Information files. All Illumina-based sequencing data are available from the NCBI Sequence Read Archive (SRA) under accession number code PRJNA773790 with the specific accession code PRJNA773796 for RNA-seq, PRJNA773795 for ChIP-seq, and PRJNA853364 for ATAC-seq datasets. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: DAXX-ATRX regulation of p53 chromatin binding and DNA damage response
**Source:** Nat Commun. 2022 Aug 26;13:5033. doi: 10.1038/s41467-022-32680-8
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **DAXX-ATRAX Regulation of p53 Chromatin Binding and DNA Damage Response**

Nitish Gulve<sup>1</sup>, Chenhe Su<sup>1</sup>, Zhong Deng<sup>1</sup>, Samantha S. Soldan<sup>1</sup>, Olga Vladimirova<sup>1</sup>,  
Jayamanna Wickramasinghe<sup>1</sup>, Hongwu Zheng<sup>2</sup>, Andrew V. Kossenkov<sup>1</sup>, and Paul M  
Lieberman<sup>1\*</sup>

**Supplementary Figure 1.**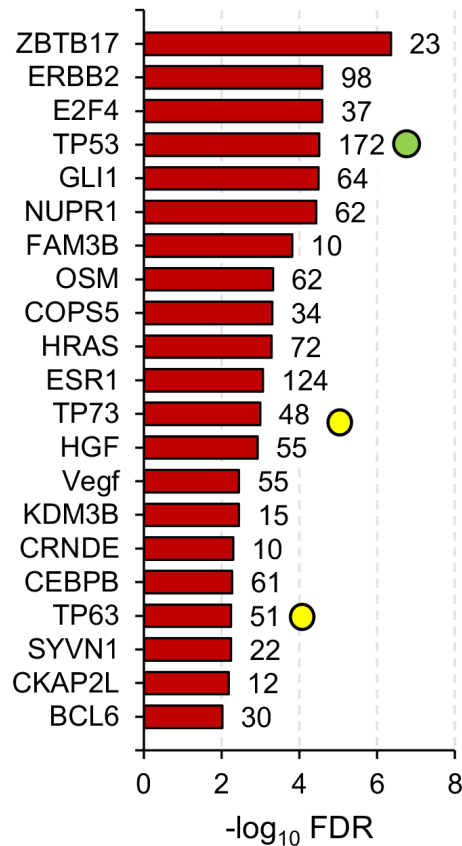

**Supplementary Figure 1. P53 Pathway Perturbed in ATRX mutated GBMs.** Transcription expression data was analyzed from TCGA GBM dataset consisting of 152 samples that had both whole exome sequencing and RNA-seq data. Of the 152 patients there were 10 with truncating or missense mutation in ATRX. 1356 genes were differentially expressed in ATRX mutant vs WT TCGA samples. Enrichment analysis of those genes using Ingenuity revealed 21 regulators with significant enrichment (at least 10 targets, FDR<1%) of their known target genes among the list TP53 was top 4 by significance and top 1 by number of targets among that list. TP73 and TP63 were also among the highly significant regulators. We also found that all 10 ATRX mutant GBM samples had mutations in TP53.

## Supplementary Figure 2

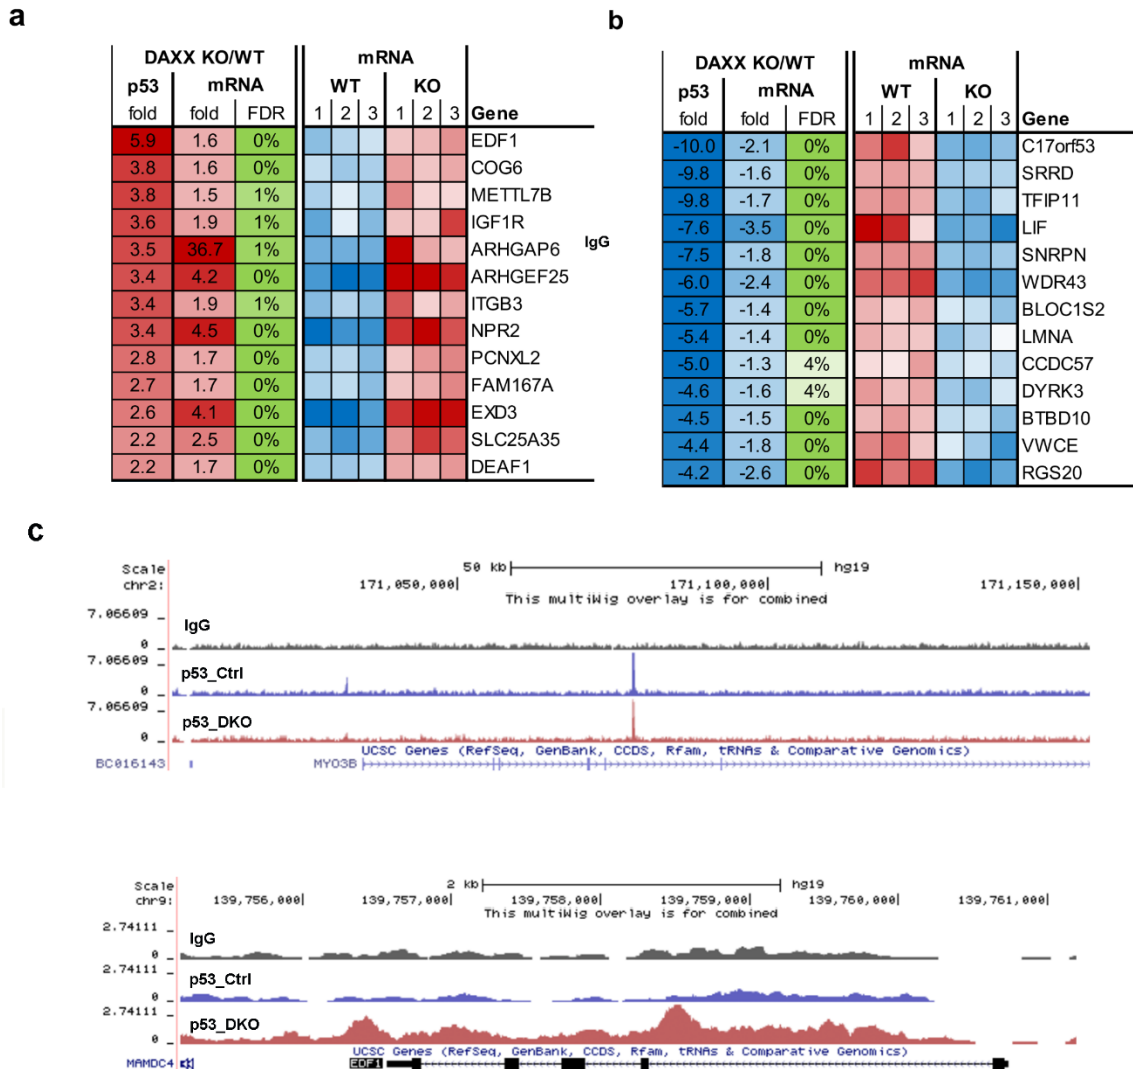

**Supplementary Figure 2. Integrative analysis of ChIP-seq with RNA-seq for p53 binding and transcription regulation. a-b.** Top coding genes with p53 binding changes resulting in mRNA changes for genes up-regulated (**a**) or down-regulated (**b**) by DAXX\_KO. **c.** UCSC genome browser visualization of ChIP-seq tracks for IgG and p53 from Ctrl or DAXX\_KO cells treated with etoposide showing minority examples of p53 sites not affected (Myo3B) or up-regulated (EDF1) by DAXX\_KO.

**Supplementary Figure 3.**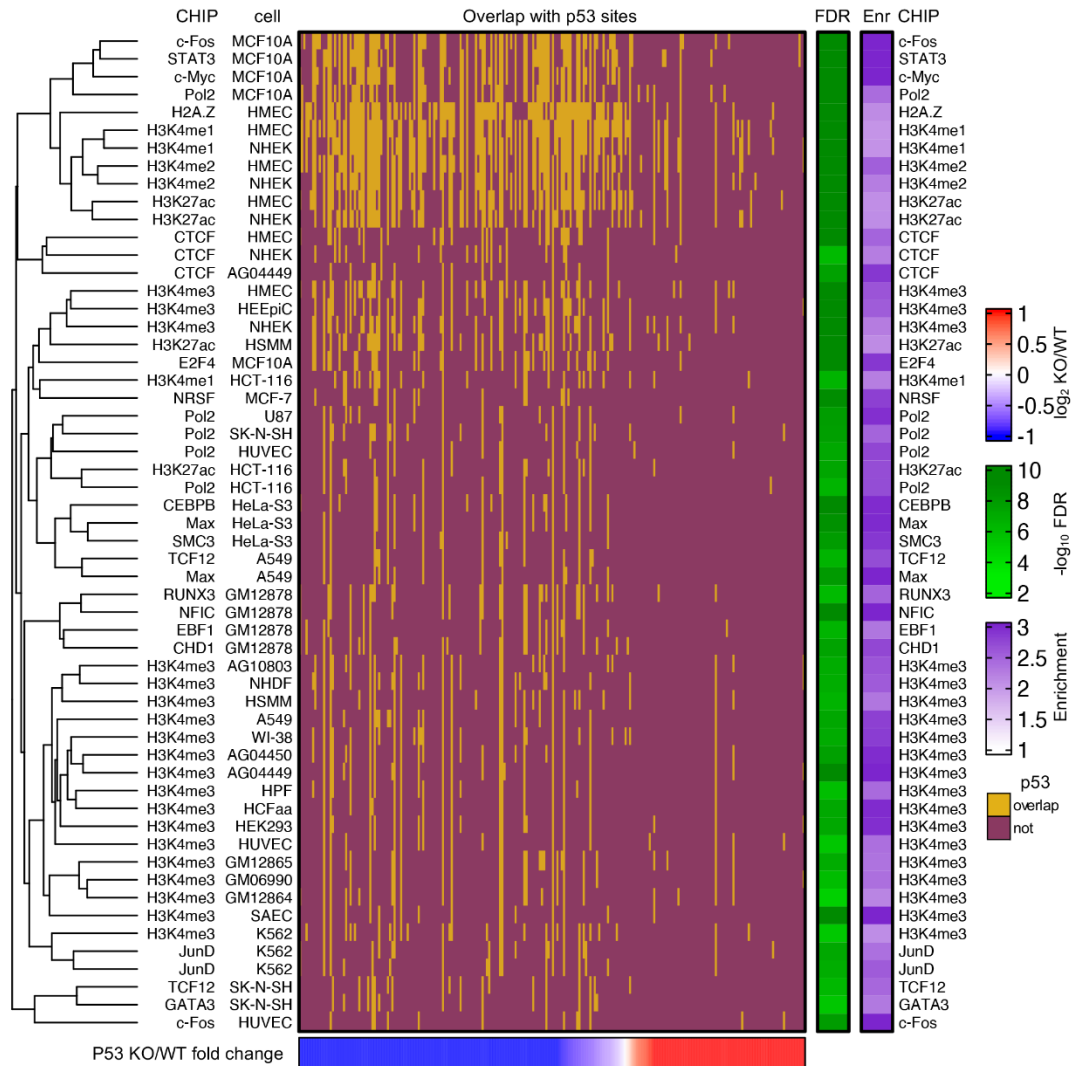

**Supplementary Figure 3. ENCODE data transcription factors and histones shown to be enriched within p53 binding sites that reduce signal after DAXX KO.** Main orange heatmap indicates presence of corresponding factor or histone mark from ENCODE (each row) at the site occupied by p53 (column) in our model that was downregulated upon DAXX KO. p53 sites are arranged by magnitude of change in DAXX KO/WT (red-white-blue scale). Enrichment (purple) of overlap within downregulated p53 peaks and their significance FDR (green) values are indicated.

# Supplementary Figure 4.

**a**

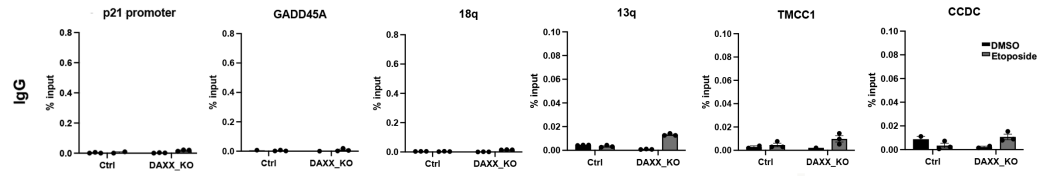

**b**

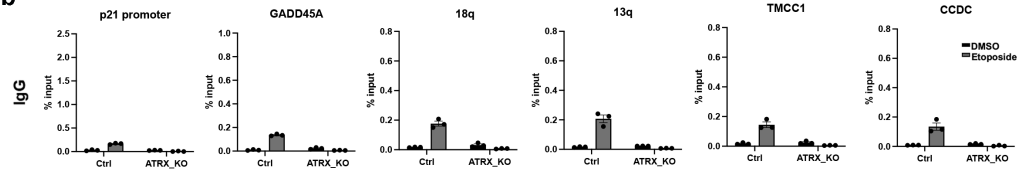

**Supplementary Figure 4. Isotype IgG control ChIP-qPCR for experiments shown in Figure 4g and h.**

Supplementary Figure 5.

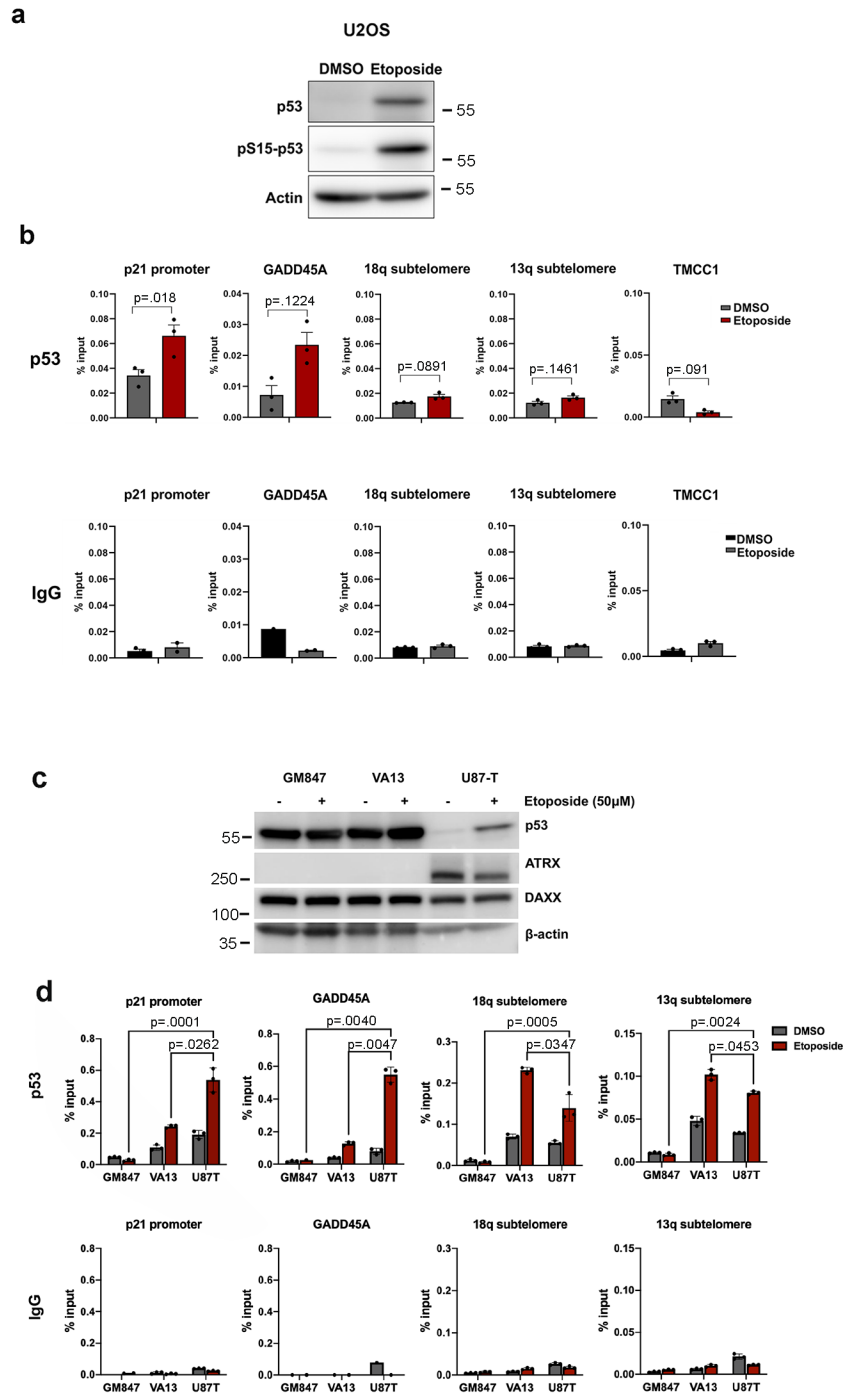

**Supplementary Figure 5. P53 analysis in ALT cells.** **a.** Western blot of U2OS cells treated with DMSO or 50  $\mu$ M etoposide for 24 hr, assayed with antibody to p53, pS15-p53, or Actin. **b.** ChIP assay for U2OS cells treated as in panel **a** with either DMSO (grey) or etoposide (red) using antibody to p53 (top row) or IgG control (lower row), and assayed by qPCR with primers for p53 binding sites at the p21 promoter, GADD45A, 18q subtelomere, 13q subtelomere, or TMCC1. **c.** Western blot of GM847, VA13, or U87-T cells treated with DMSO or 50  $\mu$ M etoposide for 24 hr, assayed with antibody to p53, ATRX, DAXX, or Actin. **d.** ChIP assay for GM487, VA13, or U87-T cells treated as in panel **c** with either DMSO (grey) or etoposide (red) using antibody to p53 (top row) or IgG control (lower row), and assayed by qPCR with primers for p53 binding sites at the p21 promoter, GADD45A, 18q subtelomere, or 13q subtelomere. Error bars indicate standard deviation and p-values determined by two-tailed t-test for 3 biological replicates.

## Supplementary Figure 6.

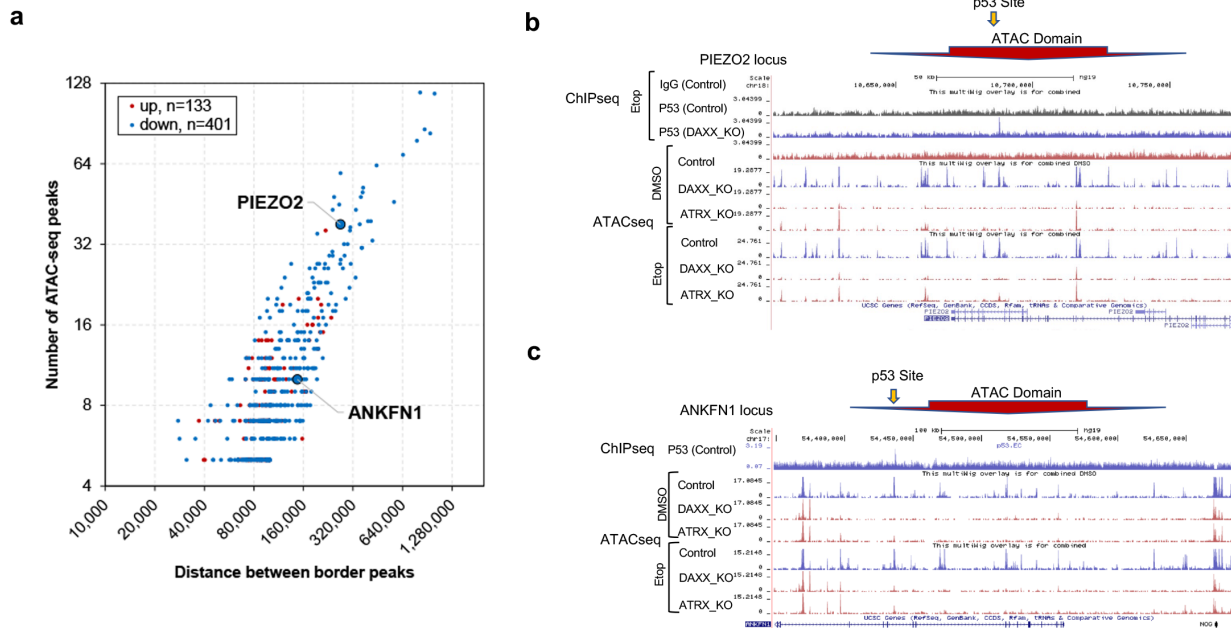

## Supplementary Figure 6. Correlations of p53 ChIP-seq and ATAC-seq large

**chromosome domains.** **a.** Domains of >100kb with at least 5 ATAC-seq peaks, 70% of which are significantly changed in both DAXX and ATRX\_KO conditions (FDR<5%, at least 2 fold). Distance between border ATAC peaks (can be <100kb) versus total number of ATAC-seq peak in the domain. **b-c.** UCSC browser visualization of >100 kb domains at PIEZO2 (**b**) and AKNF1a (**c**) gene loci. P53 peaks are indicated by arrows, and large ATAC-domains are highlighted by red bar above each panel.

**Supplementary Figure 7.**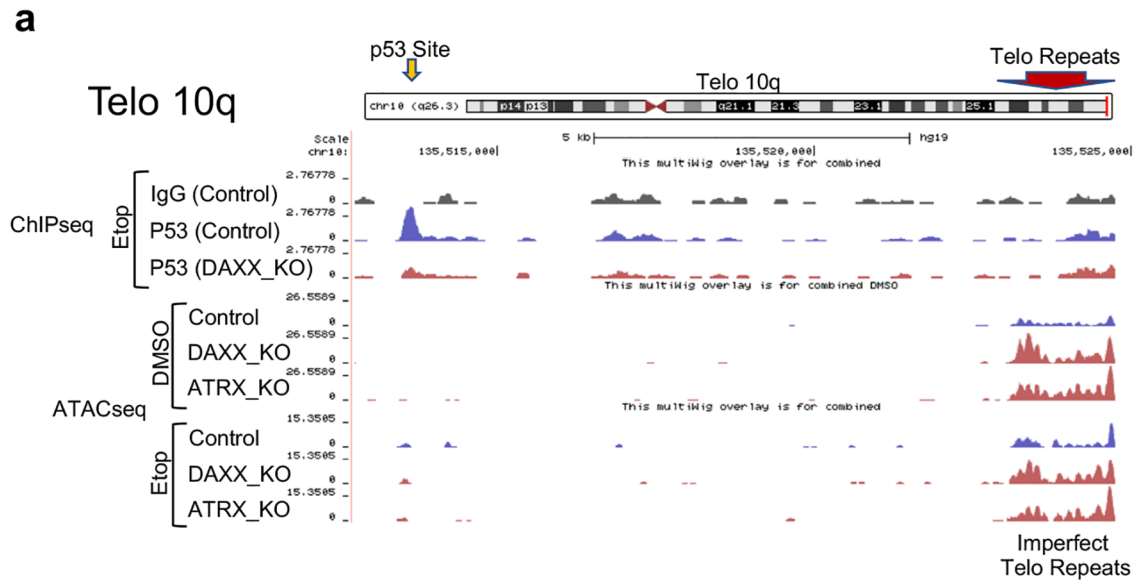**b 10q Subtelomeric p53 site (consensus)**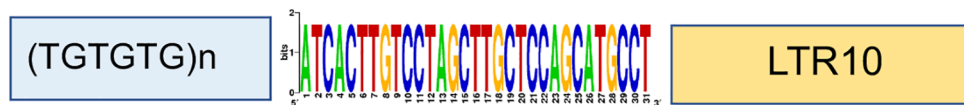**c 10q Telomere Imperfect Repeats**

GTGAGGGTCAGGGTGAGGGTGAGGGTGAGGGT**TAGGGT**GAGGG(TTAGGG) $n$

**Supplementary Figure 7. DAXX\_KO and ATRX\_KO alter subtelomeric p53 binding and****ATAC-seq peaks at telomere 10q. a.** UCSC browser visualization of ChIP-seq (top) and

ATAC-seq (bottom) data. ChIP-seq for etoposide treated for IgG control and p53 control or

DAXX\_KO. ATAC-seq for DMSO or etoposide treated control, DAXX\_KO or ATRX\_KO as

indicated. Arrow for p53 binding site and telomere repeats are indicated above. **b.** Analysis of

the subtelomeric p53 binding site in 10q showing (TGTGTG) $n$  repeat at 5' and LTR10 element

3' with consensus p53 site highlighted with Jaspar generated color scheme. **c.** Imperfect

telomere repeat elements transition to perfect (TTAGGG) $n$  repeats show increase ATAC-seq

peak in ATRX and DAXX\_KO cells.

**Supplementary Figure 8.**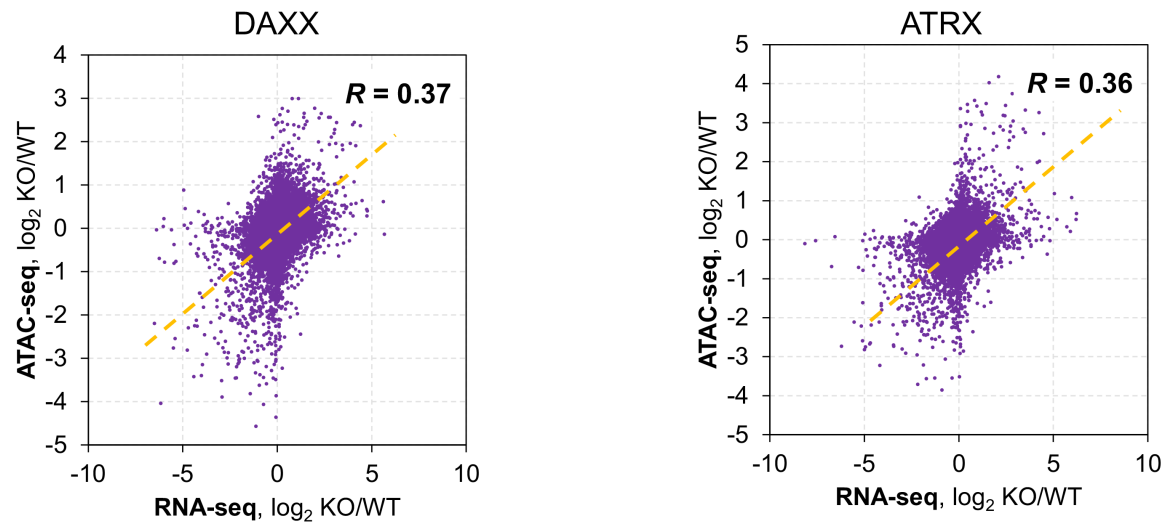**Supplementary Figure 8. Correlation of ATAC-seq with RNA-seq.**

ATAC signal was measured in DMSO condition for 500bp window round the 5'-most transcript's TSS. Expressed genes with detected ATAC signal are used (n=22,547) RNAseq changes are correlated with ATAC signal changes in DMSO conditions.

Supplementary Figure 9.

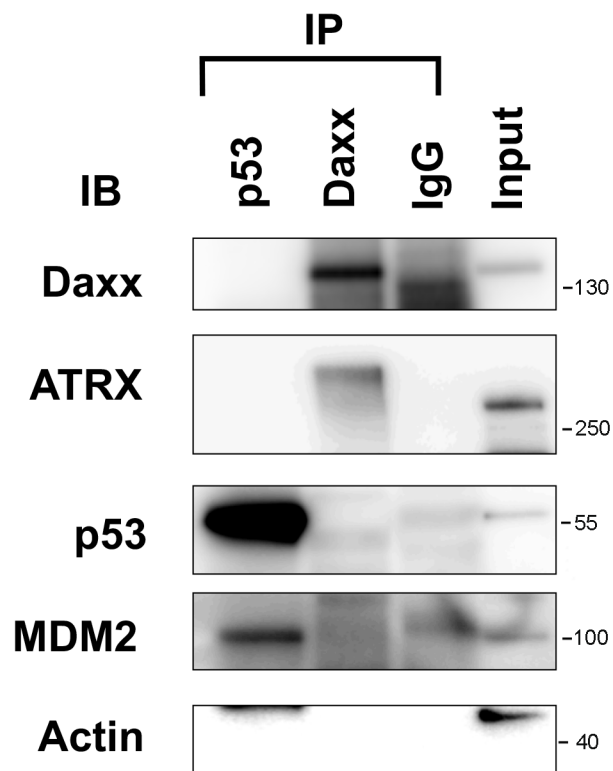

Supplementary Figure 9. CoIP of p53 with MDM2 but not DAXX or ATRX in U87 cells.

U87T control cells were subject to IP with p53, DAXX, or IgG control, and then assayed by Western blot for DAXX, ATRX, p53 or MDM2. Input (5%) is show for each antibody.

Supplementary Figure 10.

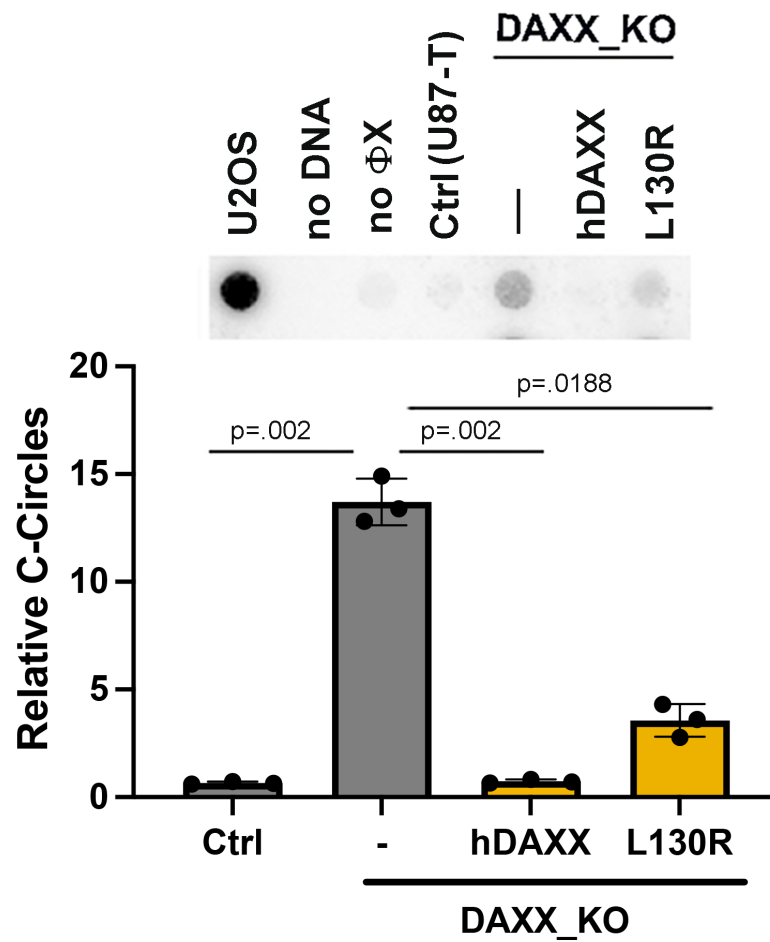

**Supplementary Figure 10.** C-circle assay showing representative data (insert) and quantification of Ctrl or DAXX\_KO alone, or with hDAXX or L130R DAXX cells. p value determined by two-tailed student t-test for 3 biological replicates.

# Supplementary material for: DAXX-ATRX regulation of p53 chromatin binding and DNA damage response
**Source:** Nat Commun. 2022 Aug 26;13:5033. doi: 10.1038/s41467-022-32680-8
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of primers used in this study.

# Supplementary material for: DAXX-ATRX regulation of p53 chromatin binding and DNA damage response
**Source:** Nat Commun. 2022 Aug 26;13:5033. doi: 10.1038/s41467-022-32680-8
**Supplement:** Supplementary file 4 — Reporting Summary

Last updated by author(s): 02/04/2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used

Data analysis  
STAR, v2.7.0  
RSEM, v1.2.12  
bigWigAverageOverBed, v2  
DESeq2, v1.30.1  
HOMER, v4.8.3  
Ingenuity Pathway Analysis, v73620684

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq, CHIP-seq and ATAC-seq data were submitted to the Gene Expression omnibus (GEO) database and can be accessed using accession number: GSE186443

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Cells were counted using automated cell counter. Identical number of cells were used in each sample in all experiments.                                                                           |
| Data exclusions | No data was excluded.                                                                                                                                                                             |
| Replication     | All experiments were performed in biological duplicates or triplicates. All replications were successful.                                                                                         |
| Randomization   | There are primarily two treatment conditions that were used - DMSO and Etoposide treatment. And three types of cells- control, DAXX knockout and ATRX knockout were tested in the two treatments. |
| Blinding        | Blinding was not relevant for the study.                                                                                                                                                          |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | p53 ChIP/IP sc-126X santacruz<br>p53 western blot OP43-100ug Millipore<br>PML IP sc-966X santacruz<br>PML western blot A301-167A Bethyl<br>ATRX western blot A301-045A Bethyl<br>gH2AX ChIP/western blot 05-636 Millipore<br>H3.3 ChIP/western blot 09-838 Millipore |
| Validation      | Validation statements are available on the manufacturer's websites.                                                                                                                                                                                                  |

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                        |
|----------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | U87T Cell lines were engineered in a previous study. [https://doi.org/10.15252/emboj.201796659]<br>U2OS cells were obtained from ATCC. |
| Authentication                                                       | Cell lines were authenticated by STR analysis.                                                                                         |
| Mycoplasma contamination                                             | Cell lines were routinely tested for Mycoplasma contamination. All cell lines were Mycoplasma negative.                                |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | <i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>                             |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links  
*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186443>  
reviewer token cbapusekrdenjgt

Files in database submission

p53.WT.fastq fastq for CHIP-seq of p53, DAXX WT cells  
p53.KO.fastq fastq for CHIP-seq of p53, DAXX KO cells  
IgG.WT.fastq fastq for CHIP-seq of IgG, DAXX WT cells  
IgG.KO.fastq fastq for CHIP-seq of IgG, DAXX KO cells  
input.WT.fastq fastq for CHIP-seq of input, DAXX WT cells  
input.KO.fastq fastq for CHIP-seq of input, DAXX KO cells  
p53.WT.bw: bigwig graph tracks  
p53.KO.bw: bigwig graph tracks  
IgG.WT.bw: bigwig graph tracks  
IgG.KO.bw: bigwig graph tracks  
input.WT.bw: bigwig graph tracks  
input.KO.bw: bigwig graph tracks

Genome browser session  
(e.g. [UCSC](#))

[http://genome.ucsc.edu/cgi-bin/hgTracks?hgsid=1195426927\\_kuv3mH6DgChT6glbQFRvheaWvSxs](http://genome.ucsc.edu/cgi-bin/hgTracks?hgsid=1195426927_kuv3mH6DgChT6glbQFRvheaWvSxs)

### Methodology

Replicates

p53 CHIP-seq. samples were run using one replicate.

Sequencing depth

75bp single end read run produced following number of reads  
sample reads  
p53.WT 100,280,519  
p53.KO 75,334,300  
IgG.WT 68,628,572  
IgG.KO 70,335,502  
input.WT 58,423,260  
input.KO 63,139,129

Antibodies

p53 ChIP/IP sc-126X santacruz

Peak calling parameters

default parameters with -style factor option, FDR<5%, fold>4 criteria

Data quality

FDR<5%, fold>4 criteria were used to call peaks versus corresponding igg or input. Numbers of peaks:  
p53.WT vs igg 1195  
p53.WT vs input 1154  
p53.KO vs igg 697  
p53.KO vs input 768

Software

HOMER v4.8.3

# Flow Cytometry

## Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

Sample preparation

U87-T WT sgControl, Daxx\_KO, and ATRX\_KO cells were seeded at  $1 \times 10^5$  cells/well in 6-well plates and exposed to etoposide ( $10^{-6}$  M) or DMSO control in biological triplicates per each condition. After 24h, cells were permeabilized with cold, 70% ethanol and resuspended in PBS containing PI (10 mg/mL) and RNase A solution (100  $\mu$ g/mL). Flow cytometry was performed on a BD-LSR II (BD Biosciences; Bedford, MA) and FloJo software (Ashland, OR) was used for cell cycle analysis.

Instrument

*Identify the instrument used for data collection, specifying make and model number.*

Software

*Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.*

Cell population abundance

*Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.*

Gating strategy

*Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.*

- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: DAXX-ATRX regulation of p53 chromatin binding and DNA damage response
**Source:** Nat Commun. 2022 Aug 26;13:5033. doi: 10.1038/s41467-022-32680-8
**Supplement:** Supplementary file 5 — Source Data

Figure 2a

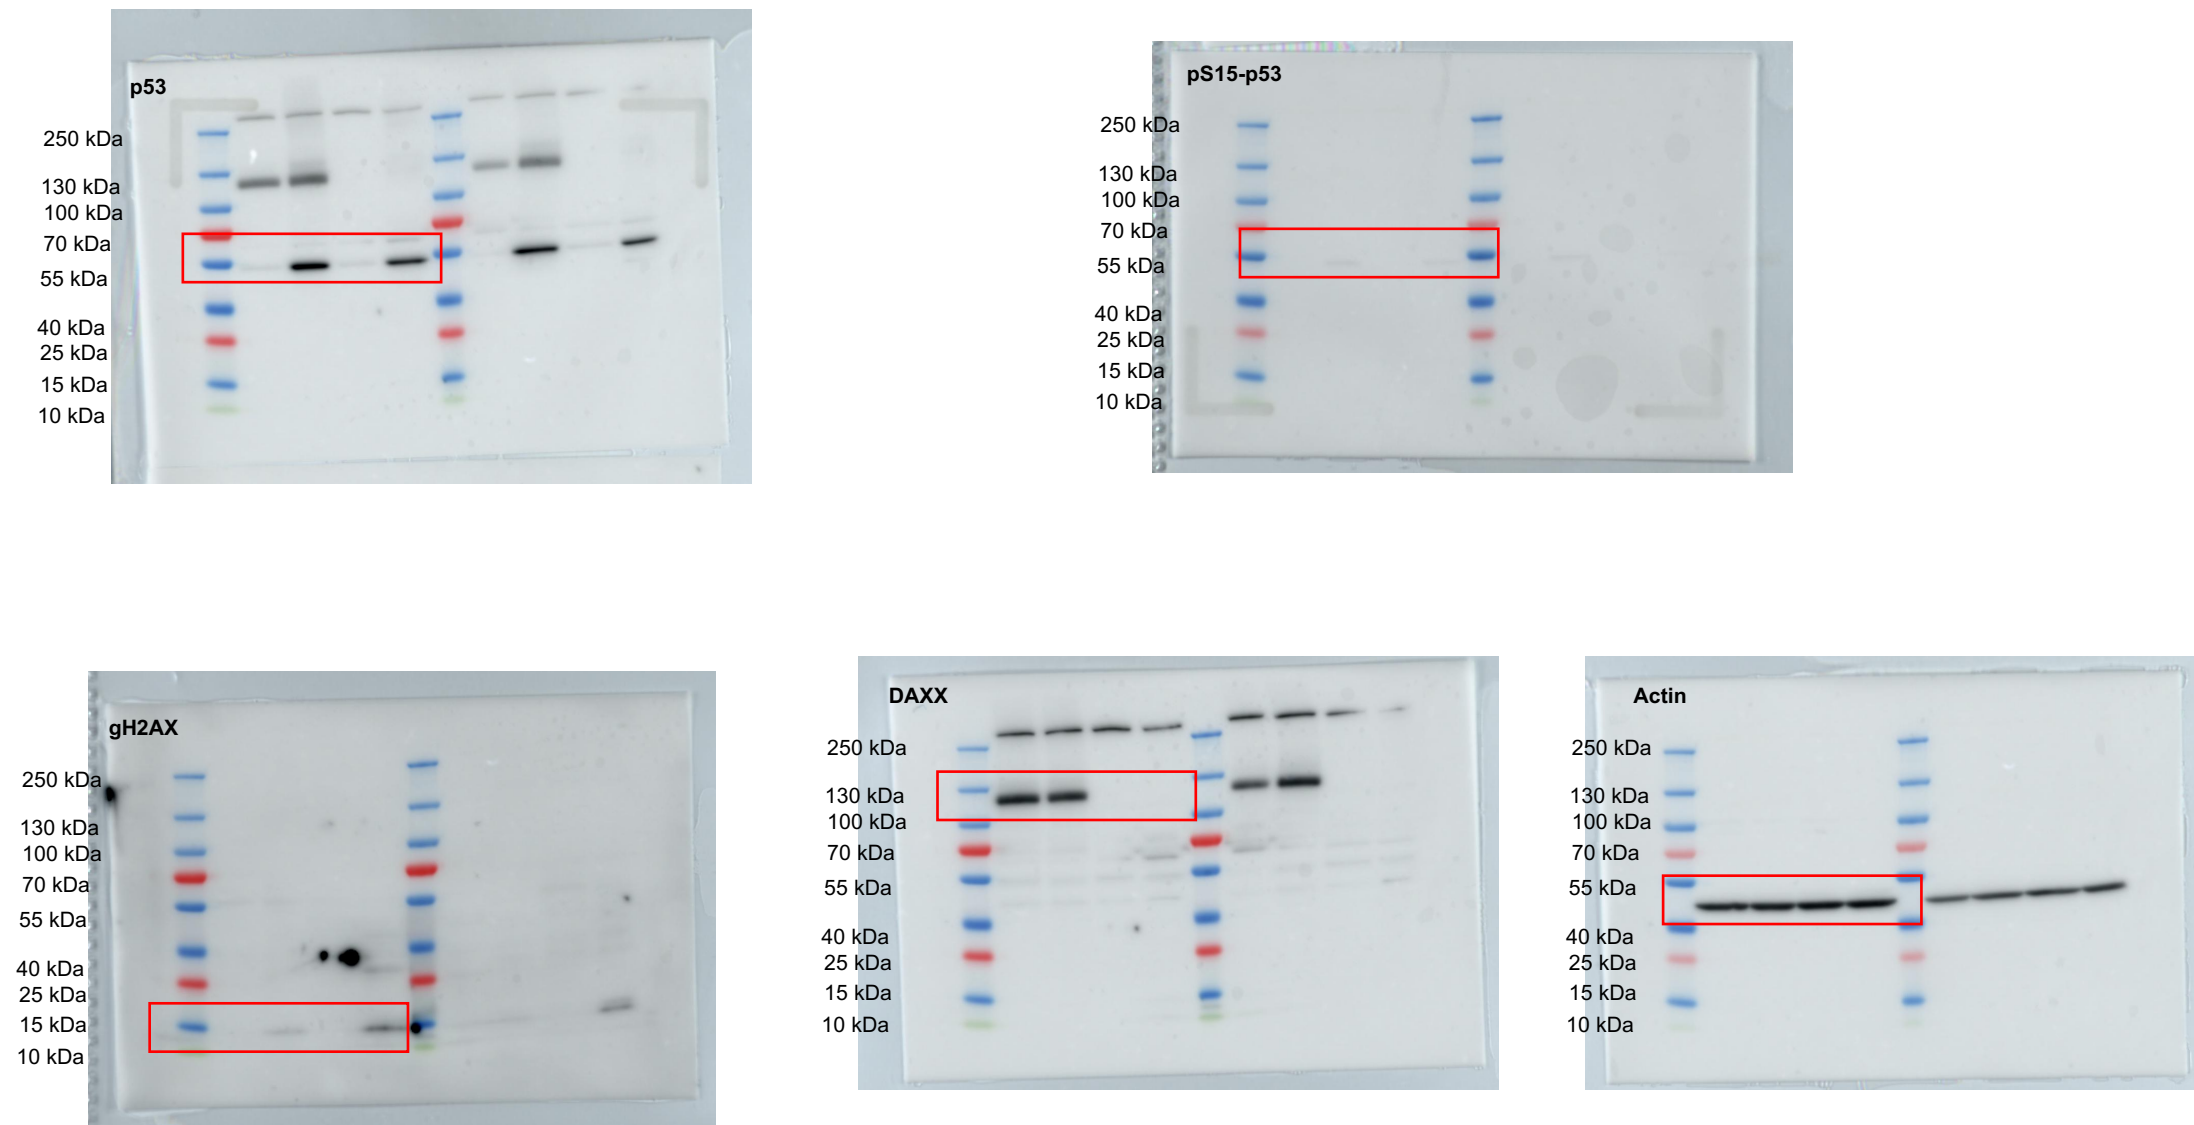

Figure 2b

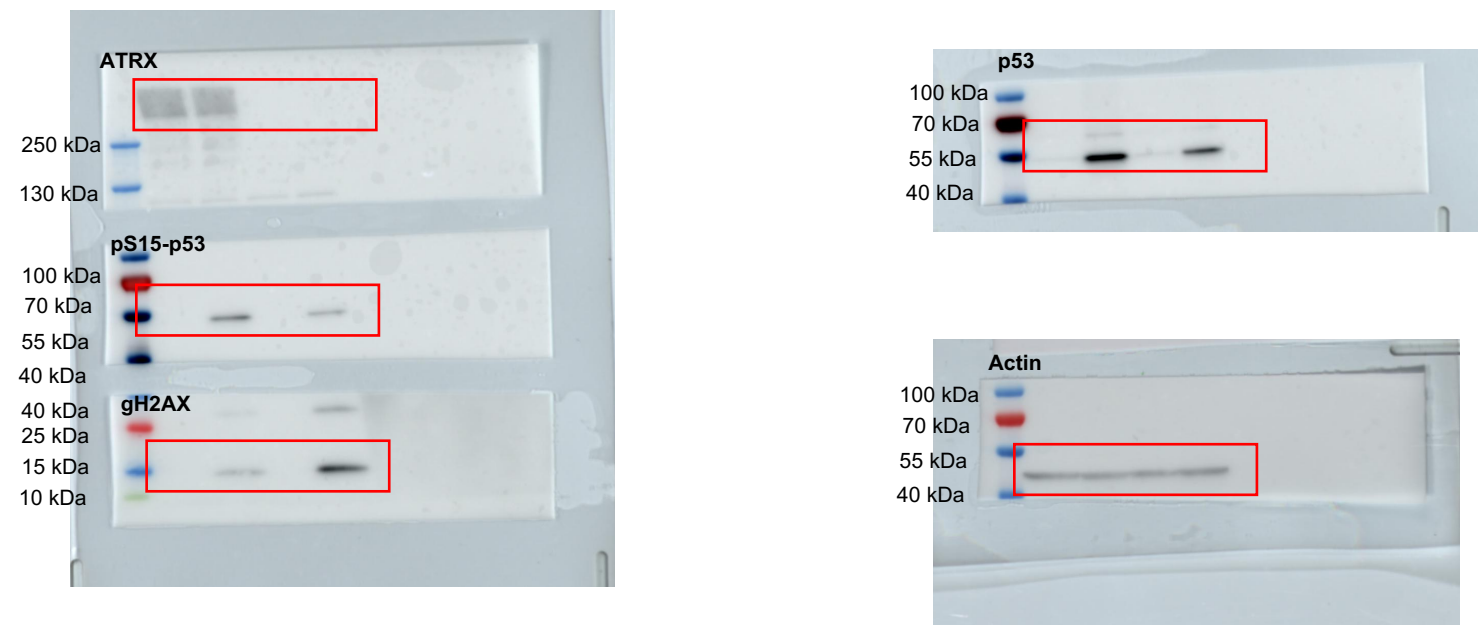

Figure 6a

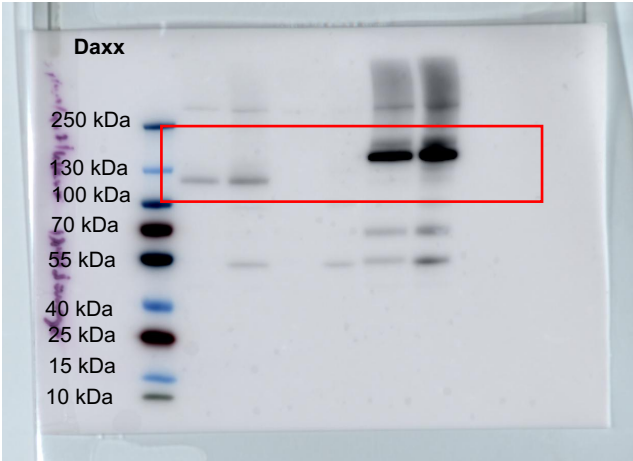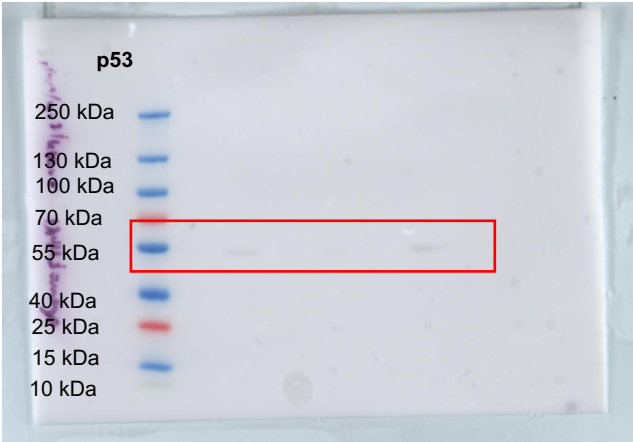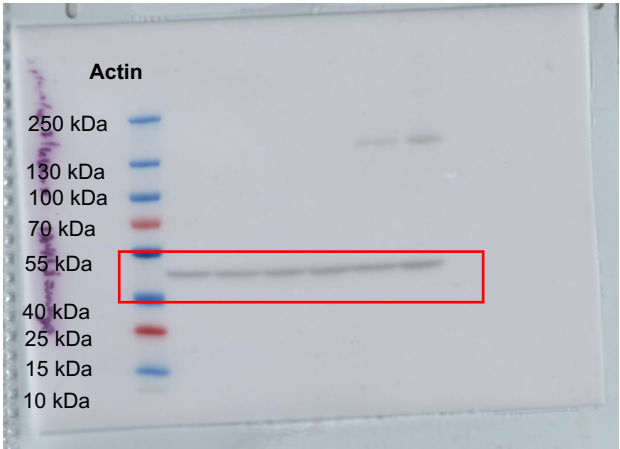

Figure 6c

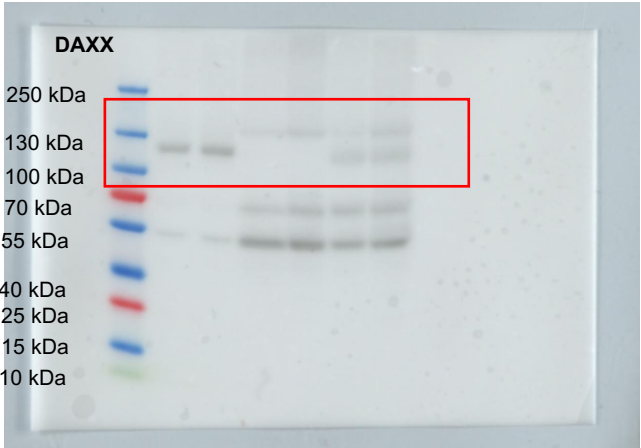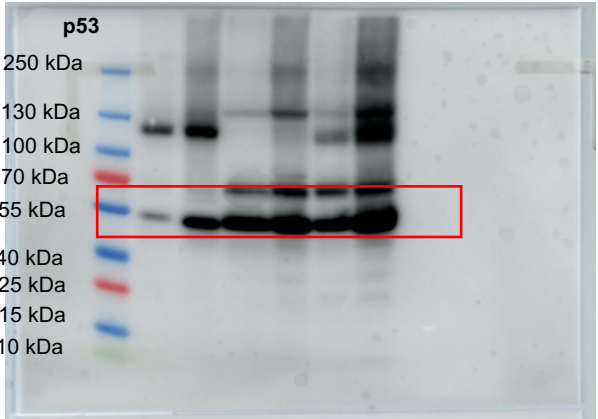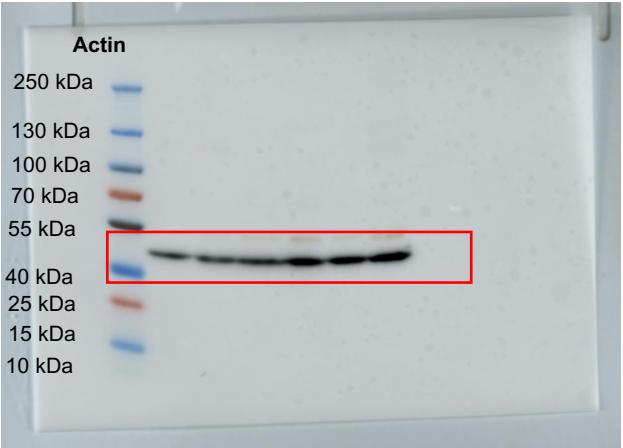

Supplementary Figure 5a

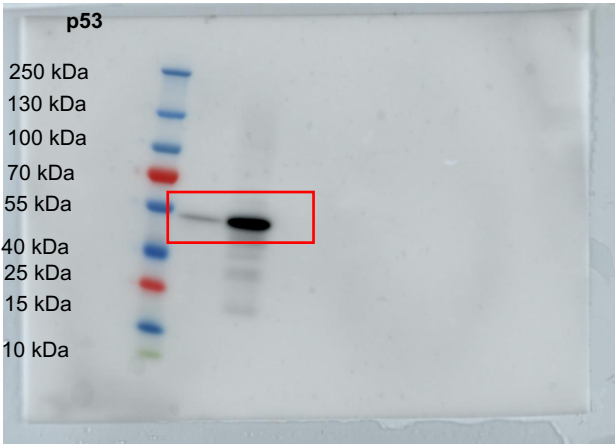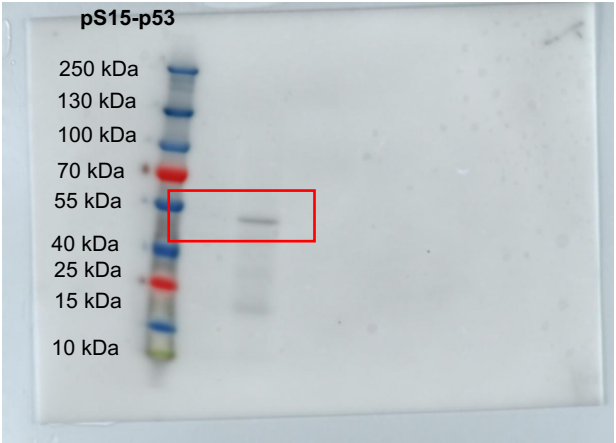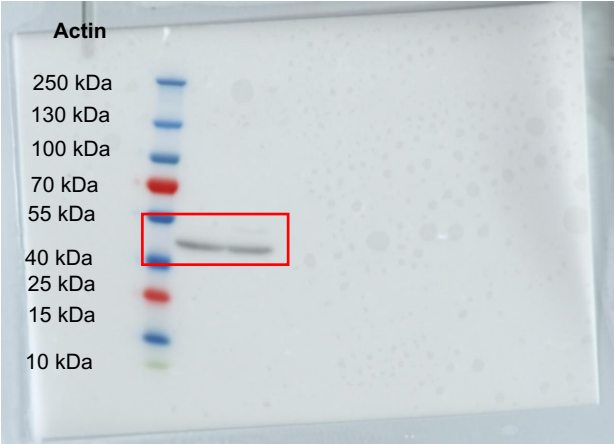

Supplemental Fig.5c

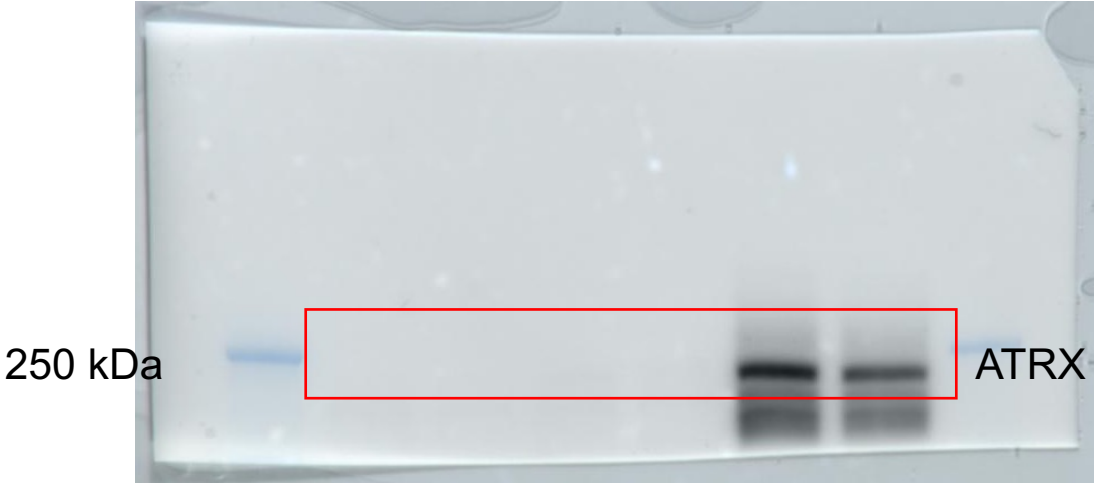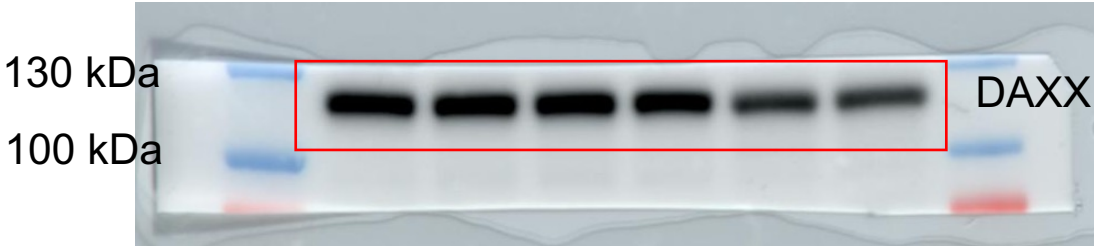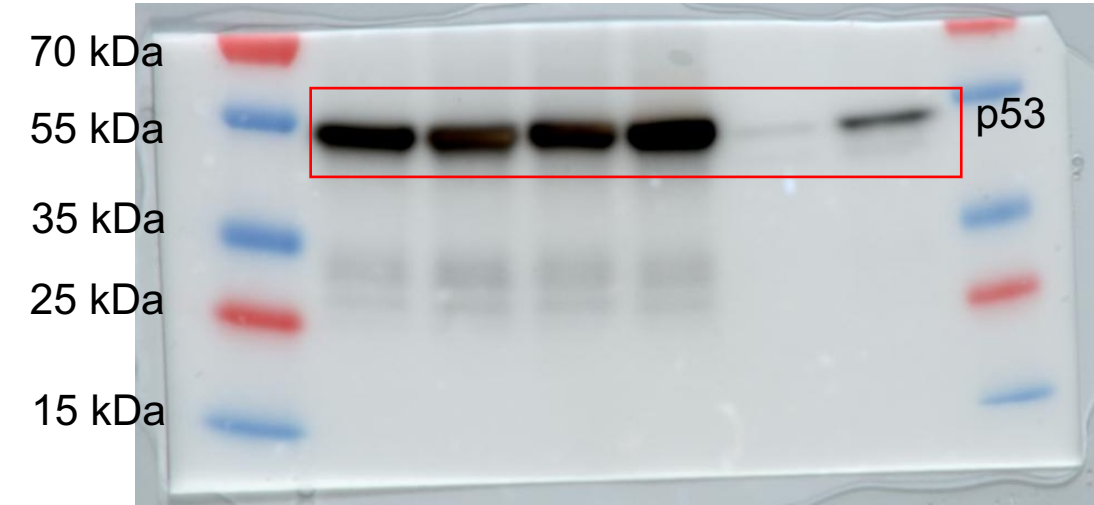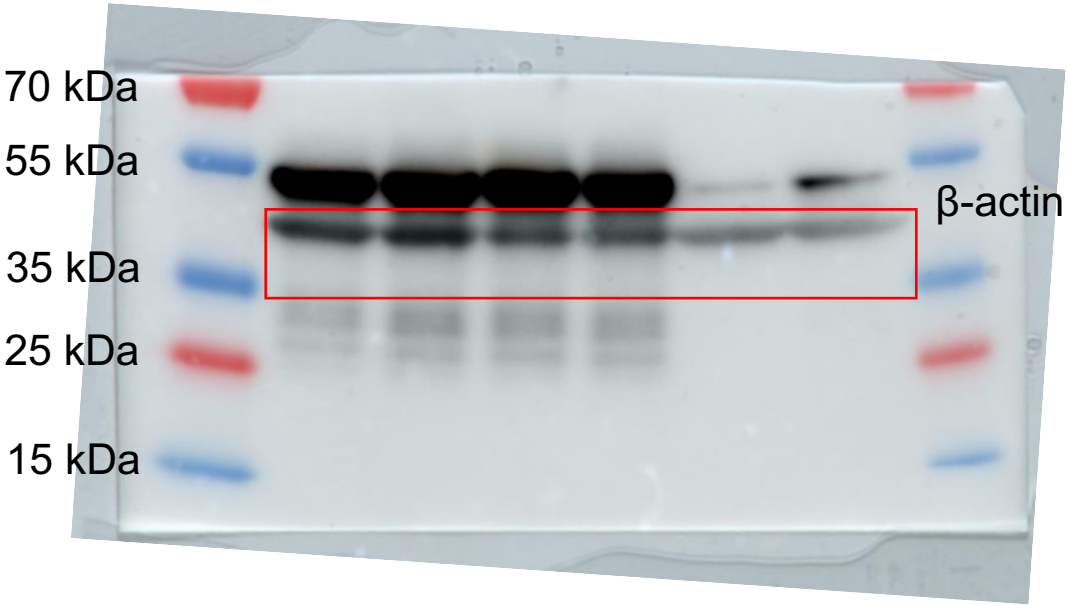

Supplementary Figure 9

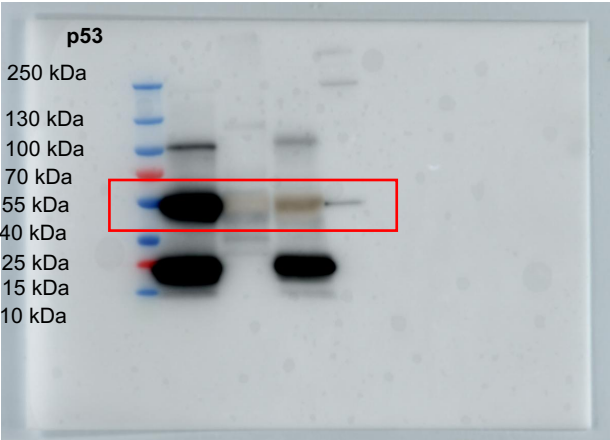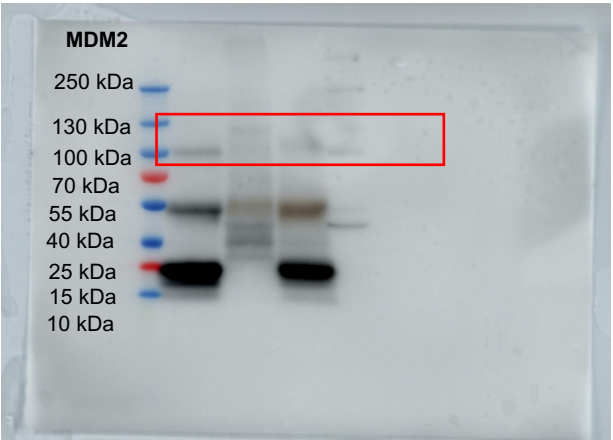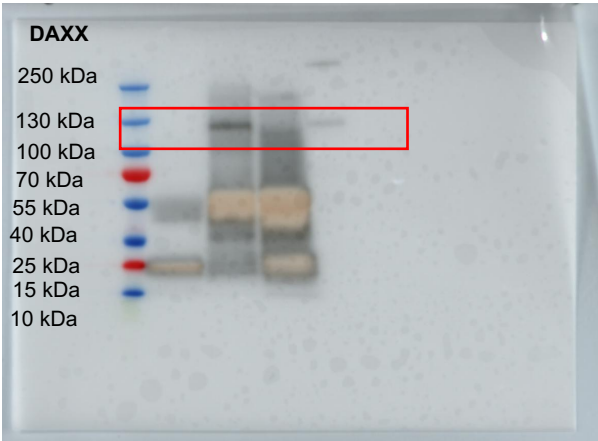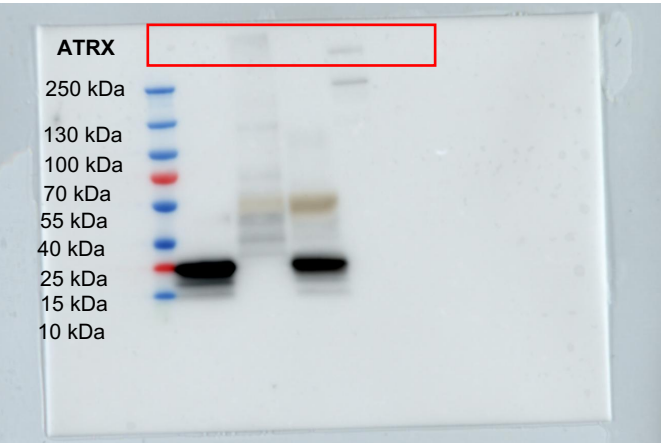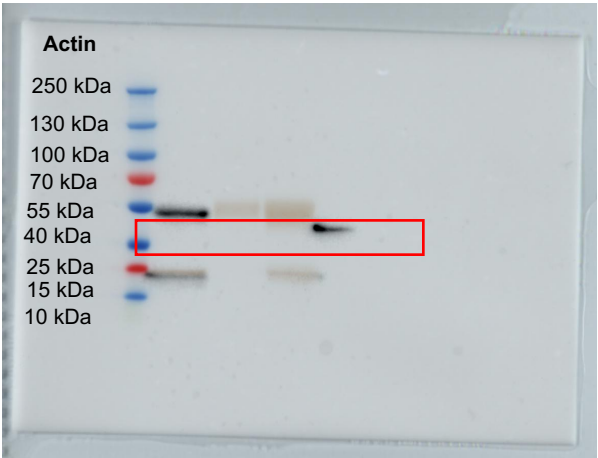

Supplementary Figure 10

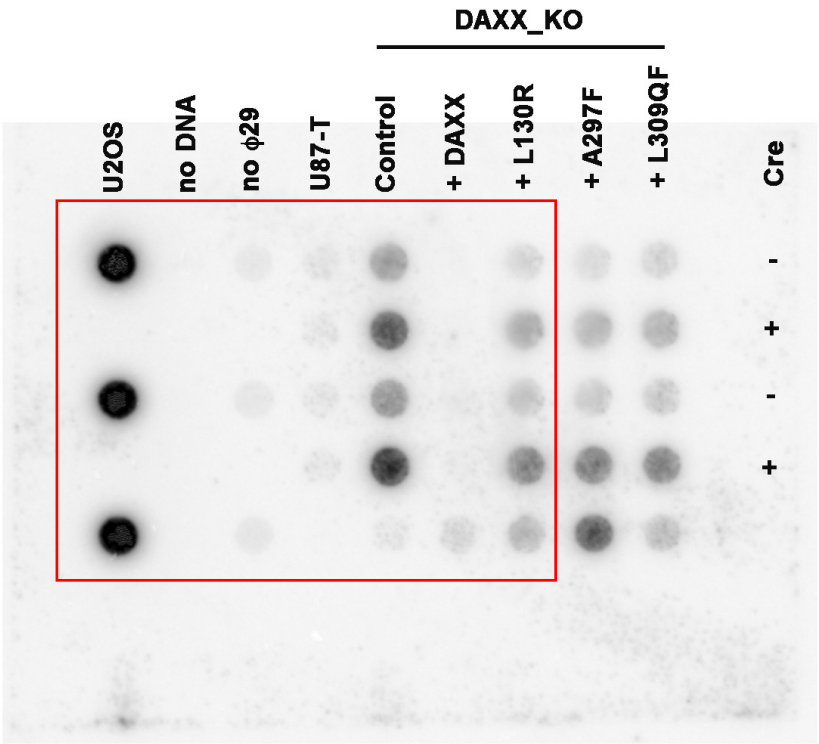

Cre is to remove hTERT from U87-T, row 3 is the image used in the figure

Supplemental Figure. Sequential Gating Strategy for Figure 2C, D, and E

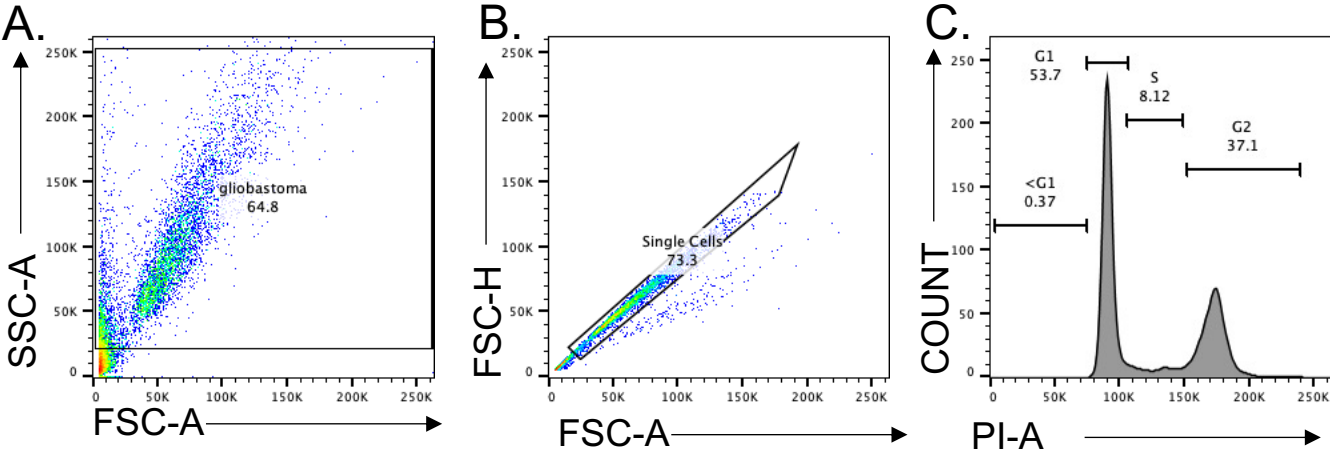

D.

| Column     | Population                                        | Statistic       |
|------------|---------------------------------------------------|-----------------|
| 1 $\Sigma$ | glioblastoma/Single Cells/PI-A, FSC-H subset/ <G1 | Freq. of Parent |
| 2 $\Sigma$ | glioblastoma/Single Cells/PI-A, FSC-H subset/G1   | Freq. of Parent |
| 3 $\Sigma$ | glioblastoma/Single Cells/PI-A, FSC-H subset/S    | Freq. of Parent |
| 4 $\Sigma$ | glioblastoma/Single Cells/PI-A, FSC-H subset/G2   | Freq. of Parent |

**Supplemental Figure for Figure 2C, D, and E: Gating Strategy** Triplicates for each condition were stained with propidium iodide (PI), as described. The DMSO controls were used to establish gating using FlowJo software A. First, we used forward scatter (FSC-A) and side scatter (SSC-A) to select the population to be analyzed. Rather than selecting only cells at the expected FSC-A and SSC-A population for healthy cells, we drew a wide gate encompassing all cells so that we could also account for cells undergoing apoptosis. B. Next, we performed doublet Discrimination using FSC-A and FSC-H to ensure that we counted only single cells and excluded doublets from our analysis. C. Again, using the DMSO treated control, we established gates for <G1 (apoptosis/necrosis), G1, S, and G2 by measuring PI-A and selected the “copy analysis to group” function to ensure that all gates (including total cell population, single cells, and <G1, G1, S, and G2) were applied uniformly to all samples. Representative cell cycle profiles for each condition are shown in **Figure 2D**. The table editor function was used to create a data table for all samples that included the population of “single cells” from each sample, giving the percentage for each sample that was gated in <G1, G, S, or G2. These results were exported from FlowJo into Excel to calculate the averages and standard deviations between triplicates of each sample. GraphPad Prism was then used to plot the percentage of each cell cycle phase observed in each condition (**Figure 2C**) and the percent change in S phase **Figure 2E**. Statistical analysis for **Figure 2E** was performed in GraphPad Prism.

How the deposited data were processed for this re-analysis (not part of the article)

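RNA-seq was analysed for 24 libraries of U87-T cells. A DAXX series and an ATRX series each hold WT and KO cells, in control and with etoposide, with 3 libraries per group. The sample labels call the control cells untreated, and the figures of the paper call them DMSO. The condition of each library was taken from its title and its column name. A genotype tag of the DAXX_KO libraries names ATRX instead of DAXX, but DAXX mRNA was lower and ATRX mRNA higher in these libraries, so the titles were followed. ChIP-seq and ATAC-seq were not analysed here.

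The authors prepared the libraries with a QuantSeq 3′ mRNA kit, sequenced single-end reads of 75 bases, aligned them with STAR, and estimated counts per gene with RSEM on the Ensembl annotation of GRCh37. The deposited values are whole numbers for 57736 genes, with no duplicated gene IDs, and library totals from 6928950 to 13298557. No normalization was found in them. Gene symbols and positions came from GENCODE release 44 placed on build 37 of the genome, which matched 55501 gene IDs holding 98.8% of the counts. The GC content of a gene was taken from the last 500 bases of its transcript.

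Counts were analysed with edgeR 4.0.16 in R 4.3.3. Libraries were scaled by TMM, with factors from 0.939 to 1.10. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, and the 12 libraries of a series were fitted in one quasi-likelihood model of 4 groups. P-values were adjusted by the Benjamini-Hochberg method and genes were called at an FDR of 0.05. The common biological coefficient of variation was 0.0825 in the DAXX series and 0.106 in the ATRX series. A gene was called less responsive by the rule of the paper, higher with etoposide in WT at an FDR of 5% and with an interaction below 0 at an unadjusted p under 0.05. Differences between the series were tested in a model of all 24 libraries and 8 groups. Gene panels were tested with camera in limma 3.58.1, with a preset correlation of 0.01. The 6 set tests of the p53 and proliferation panels were adjusted together, and those of each alternative among themselves, an adjustment added after the unadjusted values had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

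The floor for a group was 3 counts per library, which is 0.217 to 0.405 CPM. A fold against a group at or under the floor in all of its libraries is given as a lower bound. Replicates were compared by a chi-square statistic over genes with at least 20 counts in a pair, which was 2.16 to 17.1 per degree of freedom over 24 pairs, so the spread between replicates exceeds counting error. Libraries that share a replicate number were not treated as pairs. Within a series, the correlation of their deviations ranged from −0.216 to 0.049 over 36 comparisons. Pairing between the series was not tested. A replicate block was an alternative. The model was tested on simulated data in which 200 genes were changed. In the DAXX series it recovered 161 of them for the knockout effect and 143 for the interaction, in the ATRX series 154 and 124, with 9 to 11 false calls and 0 calls of the wrong sign.

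The comparisons, gene panels, rule for named genes and alternatives were set before the data were examined, apart from one alternative that centres each gene on its 30 neighbouring genes on each side, which was chosen after seeing the data. The named genes are DAXX and ATRX, the genes that the text of the paper names for its RNA-seq results, CDKN1A, MDM2, CYP4F3, PARD6G, TP63 and TP73, and the 3 genes with the largest increase, the largest decrease and the most reduced response in both knockouts. Some genes that were set to be named are not reported here. The lists are the p53 panel, the proliferation panel, the genes with RT-qPCR primers in the paper, and the genes of Fig. 1c, Fig. 3c and Supplementary Fig. 2. The panels were written from general knowledge. The pathway software and the p53 target list of the paper were not used here.

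The alternatives were the DESeq2 1.42.0 Wald test, which is the paper's tool, RLE size factors, scaling by library totals alone, no filter on low counts, at least 10 counts in every library, all libraries in one model, a replicate block, only the compared groups in the model, leaving out each library in turn, other thresholds for less responsive genes, fry and an estimated correlation for panels, and other panels. Other splits of the libraries were counted with the same models. Between the series 60 splits were drawn because of their running time, and elsewhere all 10 splits or 100 drawn splits were used. Blocks of neighbouring genes held a median of 60 genes, and their medians were compared with 1000 shuffles of gene positions.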

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

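The tests of DNA copy number, GC content, an effect on chromatin, the WT libraries of LMNA, the neighbours of EDF1, scaling by a few abundant genes, reads shared between Alu-like copies and every test of the genes at least 5-fold lower were chosen only after the result was seen, as were the boundaries of the segments and the limits that decided each test.

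The effect of the knockout in control cells differed between the series for 11 named genes besides DAXX and ATRX, of 32 tested (edgeR test of the difference over 24 libraries, FDR of 5%). The log2 effect in the DAXX series minus that in the ATRX series was 4.87 for USP2, 1.52 for CD70, 1.10 for TIMP3, 1.09 for METTL7B, 0.96 for EDF1 and 0.71 for LMNA. It was −3.15 for LIF, −1.91 for GADD45A, −1.25 for WDR43 and −0.37 for MDM2. The fitted difference for TP73 was 6.48, but TP73 was at or under 3 counts in all control libraries of the ATRX series, so the value is no fold. USP2 was at or under 3 counts in ATRX_KO control cells, and its value is no fold either. Over all genes, 5693 of 16674 differed, and 1 of 60 splits of the series labels within WT and within KO gave as many, the real one, with 5103 the highest of the others. For LIF, the effect in ATRX_KO was 1.35, or 0.63 without ATRX_KO control replicate 3. The change of the etoposide response differed between the series for CDKN1A by 1.06 (adjusted p = 6.9e-06, edgeR) and for WDR43 by 1.01 (adjusted p = 0.00112, edgeR). CDKN1A lost more of its response in ATRX_KO. WDR43 fell with etoposide in WT of the DAXX series (−0.36) and rose in DAXX_KO (0.23), and in the ATRX series it fell in ATRX_KO (−0.32) with no detectable response in WT (0.13, adjusted p = 0.215, edgeR).

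A difference between the WT libraries of the series was weighed as a technical explanation. For 10 of the 11 genes it was less than 50% of the difference in effect, which argues against it for them. For LMNA it was −0.40 (adjusted p = 0.0301, edgeR), over 50% of the difference, so for LMNA the WT libraries and the knockouts cannot be told apart as its source. Chromosome segments shifted in one line were weighed next. Relative to the neighbouring genes, 10 of the 11 genes kept more than 50% of the difference, which argues against segments for them. For EDF1 the difference became −0.02, so a shift of its segment in the DAXX_KO line is a candidate explanation for EDF1. Distinct roles of DAXX and ATRX and differences between the lines that arose after cloning stay open and were not tested, since there is 1 line per knockout. The differences in the etoposide response of CDKN1A and WDR43 have no technical test of their own beyond the interaction itself, and no biological explanation was tested.

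The paper does not report the position of the genes with changed mRNA, and whole segments of chromosomes were shifted. It does describe large chromosome domains whose ATAC-seq peaks changed in both knockouts, and a general direct correlation between ATAC-seq and RNA changes. Those domains were not compared with the segments given here. In control cells, 3 segments were at least 0.4 lower in both knockouts, with median log2 fold changes in DAXX_KO and ATRX_KO of −0.72 and −0.51 for 120 genes of chromosome 1 (201433406 to 222238115), −0.62 and −0.59 for 245 genes of chromosome 22 (26825226 to 51066601) and −0.60 and −0.46 for 360 genes of chromosome 17 (46618256 to 81009685). The medians were −0.16 and −0.75 for 157 genes of chromosome 21 and 0.07 and −0.57 for 180 genes of chromosome 8 (163186 to 42229326). They were 0.48 and 0.09 for chromosome 4, 0.43 and 0.08 for chromosome X and 0.65 and 0.01 for 116 genes of chromosome 9 (131843390 to 140484964). Between the WT libraries of the series the medians of these 8 segments were from −0.13 to 0.09. The SD of the block medians was 0.273 in DAXX_KO and 0.211 in ATRX_KO, where 1000 shuffles of gene positions gave at most 0.114 and 0.0887. An SD above the shuffles is not specific to the knockouts, since the response of WT to etoposide had 0.211 in the DAXX series (at most 0.144 when shuffled) and 0.195 in the ATRX series (at most 0.158), and the difference between the WT libraries 0.085 (at most 0.0527). The SD stayed at 0.276 and 0.215 after centring within 20 GC bins, which argues against GC content. DNA copy number of the lines predicts the same segments in etoposide, and the block medians in control and etoposide libraries correlated at 0.942 in the DAXX series and 0.894 in the ATRX series (Pearson across 244 blocks). Copy number is therefore a candidate explanation, not tested on DNA here. Segments were shared in part, with 14 blocks at least 0.3 lower in both knockouts and 0 at least 0.3 higher in both, and a correlation of 0.481 between the knockouts. An effect of the knockouts on the chromatin of these segments and copy number changes common to both lines cannot be told apart, since each knockout has 1 line.

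The paper reports genes higher in both knockouts, and 123 genes were at least 5-fold lower in both. With genes at the floor set to it, the number was 98. The genes with the largest decrease were CA10, at least 63.7-fold lower in DAXX_KO and at least 193-fold lower in ATRX_KO, ARHGAP36 (at least 23.4-fold and 52.3-fold) and DRD1 (at least 16.5-fold and 63.6-fold). Among 100 pairs of splits of both series, 1 gave as many, the real one, and the others gave 0. After centring on neighbouring genes 117 genes were at least 5-fold lower in both. The count could move little, since the lowest median of the 8 segments was −0.75 (chromosome 21, ATRX_KO). A shift of that size alone falls short of a 5-fold decrease, so the centring itself decides nothing. CA10 lies in the segment of chromosome 17. With at least 10 counts in every library the count was 7, because genes near 0 in the knockouts leave the test. Losses fixed when a line was cloned may explain part of them, and this was not tested, since each knockout has 1 line. No other biological explanation was tested.

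BCYRN1 (ENSG00000236824, chromosome 2, 47562454 to 47562653) rose with etoposide in WT by 0.95 in the DAXX series (adjusted p = 4.17e-07, edgeR) and by 1.00 in the ATRX series (adjusted p = 9.92e-07, edgeR), and the paper does not report it. The rise was smaller in ATRX_KO, by 0.70 (adjusted p = 0.00812, edgeR), and no change of it was detected in DAXX_KO (0.00, adjusted p = 0.995, edgeR). RN7SL2 likewise rose less in ATRX_KO, by 0.94 (adjusted p = 0.00575, edgeR). The cause of the smaller rise was not tested. Scaling by a few abundant genes was weighed first. Relative to the counts of all genes but BCYRN1 and the next 100 most abundant, without scaling factors, BCYRN1 rose by a log2 of 1.077 (SE 0.18) in the DAXX series and 1.118 (SE 0.15) in the ATRX series, which argues against it. Other short RNAs rose as well, RN7SL2 by 0.96 and 1.33, RN7SL3 by 1.41 and 1.87 and RN7SK by 1.54 and 1.88. Reads shared between Alu-like copies predict a rise of 7SL pseudogenes, whose medians were 0.22 over 115 genes and 0.453 over 138. Shared reads and a rise of BCYRN1 itself cannot be told apart, because the counts do not show which reads are unique. RNA content of cells after DNA damage stays open as a biological explanation and was not tested.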

How the results depend on the processing

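No test in this part was chosen after a result was seen, except the centring of each gene on its neighbours. Values for lists and counts were taken from fits with all libraries, and panels were judged by the unadjusted p. Of these values, 142 kept their call or stayed within 1.5-fold, 11 moved, 1 became stronger and 2 became weaker. The 11 include the correlation of the attenuation over all genes, 0.343 compared with 0.372, for which 1.5-fold was not the limit. Of the values for named genes in full fits, 520 stayed the same, 4 reversed, 3 became weaker and 3 stronger. The cause of a change was not tested unless it is given.

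The counts of genes affected ranged from 7018 to 8363 in DAXX_KO and from 5919 to 7200 in ATRX_KO across the alternatives, and from 7491 to 8475 and from 5817 to 7275 across the fits that each left out one library. The overlap ranged from 3840 to 4682, and from 3791 to 4598 with one library left out. With at least 10 counts in every library, the genes at least 5-fold higher in both were 15 and those at least 5-fold lower were 7, because genes at low counts in one group are not tested. Otherwise they ranged from 62 to 117 and from 102 to 175, and from 82 to 95 and from 120 to 138 with one library left out. After centring on neighbouring genes, the overlap was 3952 and the 5-fold counts 84 and 117. DESeq2 gave 7629 and 6415 affected genes, of which 7280 and 6180 were the same genes as in edgeR.

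With the interaction at an FDR of 5%, 684 genes were less responsive in DAXX_KO, 1101 in ATRX_KO and 329 in both. With at least a 2-fold reduction the counts were 419, 619 and 145, because the rules are stricter. Under the other alternatives they ranged from 1024 to 1714, from 1635 to 1971 and from 521 to 726, and from 1096 to 1293, from 1536 to 1950 and from 560 to 642 with one library left out. The correlation of the attenuation was 0.343 over all genes tested in both series and 0.722 over genes less responsive in both, which are other sets of genes.

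The p53 panel in DAXX_KO control cells, with a median of 0.09 (0.0855), passed under fry (adjusted p = 4.16e-05) and not under camera, which tests against the other genes. In ATRX_KO it no longer passed with the genes of the paper left out, with a median of 0.10 (camera, adjusted p = 0.944), or with the RT-qPCR primer genes as the panel, with 0.29 (camera, adjusted p = 0.473). Both panels are smaller. The medians in control cells ranged from 0.01 to 0.27 in DAXX_KO and from 0.10 to 0.33 in ATRX_KO. The panel responses ranged from −0.83 to −0.55 and from −1.04 to −0.79, and the proliferation panel from −0.54 to −0.32 and from −0.42 to −0.35. The proliferation panel in ATRX_KO, counted above as unchanged, did not pass after adjustment with an estimated correlation (camera, adjusted p = 0.0523).

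Between the WT control libraries of the series, 1244 genes passed with a replicate block, compared with 2206 without the block. Deviations of libraries that share a replicate number were compared only within a series, so they cannot decide whether these WT libraries are paired. The count ranged from 1106 to 2447 across the fits that each left out one library. It was lowest without DAXX WT control replicate 3, and 1373 without ATRX WT control replicate 3. The knockout effects differed between the series for 4987 to 5691 genes under the alternatives.

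Scaling by library totals alone moved the median of all genes in DAXX_KO from 0.02 to 0.20, and the share of higher genes among those called from 50.1% to 66.2%. Under it the sign reversed for MDM2 (0.16) in DAXX_KO and WDR43 (0.0352) in ATRX_KO in control cells, and for the interaction of USP2 in ATRX_KO (0.0087), which DESeq2 also reversed (0.0591). PARD6G in ATRX_KO passed in control cells (0.31) under it, as it did with all 24 libraries in one model (0.25), and TIMP3 in DAXX_KO (−0.11) no longer did. With DESeq2, the interaction of LCE1C in DAXX_KO passed (−5.15), that of ENSG00000273272 in ATRX_KO (−4.66) had no adjusted p and so did not, and PARD6G in DAXX_KO control cells (0.28) no longer passed.

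One library decided some signs or calls of genes near the floor or near 0. With each library left out in turn, MDM2 in DAXX_KO control cells ranged from −0.103 to 0.046 (highest without WT control replicate 3), CYP4F3 from −0.0283 (without KO control replicate 1) to 2.41, and PINCR from −1.81 (without KO control replicate 1) to 2.73. In ATRX_KO control cells, WDR43 ranged from −0.0832 to 0.0593 (without KO control replicate 3) and TP73 from −3.14 to 1.86 (without WT control replicate 2). The interaction in ATRX_KO ranged from −0.608 to 0.67 for USP2 (without KO control replicate 1).

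Some calls changed without one library while the sign stayed. In control cells, TNFRSF10A no longer passed in DAXX_KO (0.83) without WT control replicate 2 or in ATRX_KO (0.71) without KO control replicate 1, and METTL7B in ATRX_KO (−0.32) without WT control replicate 3. EDF1 in ATRX_KO passed (−0.46) without WT control replicate 1, and PARD6G (0.33) without KO control replicate 3. The interaction no longer passed for CYP4F3 in DAXX_KO (−2.87) without KO control replicate 1, or in ATRX_KO for LCE1C (−6.37) without KO control replicate 1, and for ENSG00000273272 (−4.72) and PINCR (−2.79) without KO control replicate 2. That of ENSG00000273272 in DAXX_KO passed (−4.61) without KO control replicate 2.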

Differences from the paper's values

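No test in this part was chosen after a result was seen. The paper's overlap of genes affected by both knockouts is 2724, and it was 4384 here. Among 32 alternatives set before the data were examined, 8 fell within 1.5-fold of the paper's value. These were at least 10 counts in every library (3840), DESeq2 (3977), and leaving out DAXX WT control replicate 1, ATRX WT control replicates 1, 2 or 3, or ATRX_KO control replicates 1 or 2. The other 24 did not. The paper's number of genes more than 5-fold upregulated in both knockouts is 28, and it was 85 here. None of the 32 alternatives set before the data were examined came within 1.5-fold, and the nearest below was 15 with at least 10 counts in every library.

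The paper's overlap of less responsive genes is 6.4-fold over chance, and it was 4.25-fold here. Of 33 alternatives set before the data were examined, 25 came within 1.5-fold, among them DESeq2 (6.35-fold), an interaction at an FDR of 5% (6.86-fold), RLE size factors, no filter on low counts, all 24 libraries in one model, a replicate block, and 19 of the fits without one library. The other 8 did not, among them at least 10 counts in every library, scaling by library totals alone and at least a 2-fold reduction. The paper's Spearman correlation of the attenuation is 0.34, and it was 0.372 here. Of 33 alternatives set before the data were examined, 5 came within the SD of the fits without one library, namely all genes tested in both series (0.343) and the fits without DAXX_KO control replicate 1 or 2, ATRX_KO control replicate 3 or ATRX_KO etoposide replicate 3.

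Values of the paper's figures were read by eye. For TMTC1 the paper shows about 49-fold in DAXX_KO and about 36-fold in ATRX_KO in Fig. 1c, and the folds were 80.0 and 65.8 here. Only the fit without DAXX WT control replicate 3 closed the gap in DAXX_KO, and none of the alternatives set before the data were examined closed it in ATRX_KO. For PTGES in ATRX_KO the paper shows about 9.8-fold in Fig. 1c, compared with 14.9 here, and a replicate block and the fit without ATRX WT control replicate 2 closed the gap. For PLAGL1 it shows about 9.5-fold in DAXX_KO and about 8.6-fold in ATRX_KO in Fig. 1c, compared with 18.3 and 13.7 here. The second gap closed without ATRX WT control replicate 3, and none of the alternatives closed the first. For MRAS it shows about 6.8-fold in DAXX_KO and about 7.3-fold in ATRX_KO in Fig. 1c, compared with 11.5 and 17.3 here, and none of the alternatives closed either gap. For the reduced response of TNFRSF10A the paper shows about 6.9-fold in DAXX_KO and about 4.9-fold in ATRX_KO in Fig. 3c, compared with 11.3 and 7.39 here. The first gap closed without DAXX WT control replicate 2, and the second with RLE size factors, library totals alone, all 24 libraries in one model and without ATRX_KO control replicate 1.

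The paper lists GADD45A, TP53INP1, USP2 and TIMP3 among genes with responses reduced at least 4-fold. Here the fold reduction of the response in DAXX_KO and ATRX_KO was 1.52 and 2.39 for GADD45A, 3.16 and 3.34 for TP53INP1, 3.03 and 4.40 for TIMP3, and 4.60 and 1.02 for USP2. The paper's own Fig. 3c shows less than 4-fold for some of these genes, about 3.0 and about 3.2 for TP53INP1 and about 3.0 and about 4.3 for TIMP3, read by eye, so for TP53INP1 and TIMP3 the difference is from its text and not from its figure. With etoposide, GADD45A was 3.99-fold lower in DAXX_KO than in WT. Of the 29 genes of Fig. 3c tested in both series, 5 were at least 4-fold reduced in both. The paper states that p63 and p73 were elevated, without naming mRNA, protein or inferred activity. Only mRNA was measured here, so the values may not concern the same measure. Here TP63 had at most 3 counts in every library. TP73 had 14 to 16 counts in DAXX_KO control libraries and 0 or 1 in WT, at least 5.51-fold higher, but 0 or 1 in ATRX_KO control libraries. With etoposide TP73 was 3.51-fold lower in DAXX_KO and 11.6-fold lower in ATRX_KO than in WT. The paper's RT-qPCR found a gene affected that it writes as PARDG6, taken here to be PARD6G, and its interaction here did not pass an FDR of 5%, at −0.27 and −0.36 (adjusted p = 0.191 and adjusted p = 0.136, edgeR). By the paper's rule for less responsive genes, which takes the interaction without adjustment, PARD6G is less responsive in ATRX_KO and not in DAXX_KO, where no rise was detected in WT (0.16, adjusted p = 0.16, edgeR).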

Other observations

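The simulations of a raised level in control cells and the lists matched to the proliferation panel were chosen only after the result was seen, as were the limits that decided each test. The splits, the simulations without an interaction, the lists matched to the p53 panel and the test of general dampening by genes lower with etoposide were written down before their results were seen.

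Other splits of the libraries were used to ask how often a result as large arises. For the knockout effect in control cells, the response in WT and the difference between the WT libraries of the series, 1 of 10 splits of the 6 libraries gave as many genes, the real one, and the others gave at most 1 gene. The same held for DAXX_KO with etoposide. With 10 splits the share cannot go under 0.1, so the share itself decides nothing. The median of the p53 panel in control cells was matched by 2 of 10 splits in DAXX_KO and by 1 of 10 in ATRX_KO, and that of the proliferation panel by 1 of 10 in both. The overlap of affected genes and the genes at least 5-fold higher were matched by 1 of 100 pairs of splits, the real one. The median p53 response was matched by 1 of 100 splits in each series, with 0.68 and 0.89 the largest of the others.

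The count of less responsive genes was matched by 8 of 100 splits in DAXX_KO and by 2 of 100 in ATRX_KO, and the overlap by 2 of 100. By this count, a split of the libraries other than the real one can give as many less responsive genes in DAXX_KO. The 7 other splits in the DAXX series, and the 1 other in the ATRX series, kept the control labels and exchanged labels among the etoposide libraries, so they carry the effect of the knockout in control cells. The 78 splits that mixed labels in both treatments gave 14 to 75 genes in the DAXX series and 31 to 209 in the ATRX series.

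The reduced response was weighed against 3 explanations. A raised level in control cells as the whole cause was simulated with equal levels of KO and WT in etoposide, and genes were selected by the same rule. The selected genes then had a median log2 difference with etoposide of −0.052 to −0.0449 in the DAXX series and −0.0686 to −0.0528 in the ATRX series over 5 simulations each. The less responsive genes had −0.254 in DAXX_KO and −0.346 in ATRX_KO, which argues against a raised level as the whole cause and leaves it open as a part. That part can be large. The simulations selected 1624 to 1676 genes in the DAXX series and 1543 to 1630 in the ATRX series, where 1256 and 1884 were observed. The number of less responsive genes in DAXX_KO therefore does not argue against a raised level. Selection on the WT libraries predicts as many genes without an interaction, and the simulations gave at most 194 and 183, which argues against it. A general dampening of the response predicts that genes lower with etoposide lose as much as genes higher, and they lost 26.1% and 34.7% of the WT response. Dampening of every response to the same degree predicts the same for the proliferation panel, which fell with etoposide in WT by a median of 2.64 in the DAXX series and by 2.27 in the ATRX series. Its median interaction was 0.36 in DAXX_KO, with 17 genes higher and 1 lower at an FDR of 5%, and 0.02 in ATRX_KO, with 4 higher and 4 lower. Of 10000 lists matched on the fall in WT, 58.2% lost as little of their response as the panel genes that fell in WT in the DAXX series, and 0% in the ATRX series. This argues against dampening to the same degree in ATRX_KO. A broad dampening that leaves out some genes in ATRX_KO is a candidate explanation. Less damage, fewer cells in cycle and an effect through p53 stay open as its origin and were not tested here. Other assays of the paper bear on them. It reports modestly higher γH2AX in the knockouts by western blot, which speaks against less damage. It also reports more knockout cells in G1 and fewer in S/G2 without etoposide, and a weaker induction of p53 protein.

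Dampening was also weighed for the p53 panel. Of 10000 lists matched on the WT response, 70.09% had a median as low in DAXX_KO and 32.88% in ATRX_KO, with 95% of the lists from −1.21 to −0.44 and from −1.34 to −0.57. The reduced response of the panel may therefore be part of a reduced response of all strongly induced genes, many of which can be p53 targets that are not in the panel. The WT response had a Spearman correlation across genes with GC content of the 3′ end of 0.279 and 0.199, and with gene length of −0.232 and −0.165, while the interaction correlated with gene length at 0.03 and 0.05.

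The shifted segments were weighed as the source of the overlap between the knockouts. After centring on neighbouring genes, the overlap was 1.276-fold over chance, no lower than before, and the Spearman correlation of the knockout effects was 0.387, which argues against segments as its cause. In the 14 blocks lower in both knockouts, 46.6% of the genes were lower in both at an FDR of 5%, and elsewhere 10.7%. The p53 panel in control cells had medians of 0.20 in DAXX_KO (camera, adjusted p = 0.0645) and 0.28 in ATRX_KO (camera, adjusted p = 0.00595) after centring, an alternative chosen after seeing the data.

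CDKN1A, which the paper reports by RT-qPCR as not significantly affected in DAXX_KO, did not differ from WT in DAXX_KO with etoposide (log2 fold change 0.02, adjusted p = 0.772, edgeR). CYP4F3 had interactions of −3.43 (adjusted p = 0.0139, edgeR) and −2.33 (adjusted p = 0.00899), with 0 to 6 counts in control libraries, and the first did not pass without DAXX_KO control replicate 1 (−2.87, adjusted p = 0.127). The 11 genes with RT-qPCR primers in the paper had a median interaction of −0.61 in DAXX_KO (camera, adjusted p = 4.1e-09) and −1.04 in ATRX_KO (camera, adjusted p = 4.96e-10), with 7 genes lower in each at an FDR of 5%. Of the 28 genes of Fig. 1c, 13 were less responsive to etoposide in DAXX_KO, 16 in ATRX_KO and 11 in both. Of the genes of Fig. 3c, 15 were higher in both knockouts in control cells.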
